# A comparison between whole transcript and 3’ RNA sequencing methods using Kapa and Lexogen library preparation methods

**DOI:** 10.1186/s12864-018-5393-3

**Published:** 2019-01-07

**Authors:** Feiyang Ma, Brie K. Fuqua, Yehudit Hasin, Clara Yukhtman, Chris D. Vulpe, Aldons J. Lusis, Matteo Pellegrini

**Keywords:** Traditional RNA-Seq, 3’ RNA-Seq, Iron metabolism, Gene expression

## Abstract

**Background:**

3’ RNA sequencing provides an alternative to whole transcript analysis. However, we do not know a priori the relative advantage of each method. Thus, a comprehensive comparison between the whole transcript and the 3′ method is needed to determine their relative merits. To this end, we used two commercially available library preparation kits, the KAPA Stranded mRNA-Seq kit (traditional method) and the Lexogen QuantSeq 3’ mRNA-Seq kit (3′ method), to prepare libraries from mouse liver RNA. We then sequenced and analyzed the libraries to determine the advantages and disadvantages of these two approaches.

**Results:**

We found that the traditional whole transcript method and the 3’ RNA-Seq method had similar levels of reproducibility. As expected, the whole transcript method assigned more reads to longer transcripts, while the 3′ method assigned roughly equal numbers of reads to transcripts regardless of their lengths. We found that the 3’ RNA-Seq method detected more short transcripts than the whole transcript method. With regard to differential expression analysis, we found that the whole transcript method detected more differentially expressed genes, regardless of the level of sequencing depth.

**Conclusions:**

The 3’ RNA-Seq method was better able to detect short transcripts, while the whole transcript RNA-Seq was able to detect more differentially expressed genes. Thus, both approaches have relative advantages and should be selected based on the goals of the experiment.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-5393-3) contains supplementary material, which is available to authorized users.

## Background

High-throughput RNA-sequencing (RNA-Seq) is a powerful tool to characterize and quantify transcriptomes, and is now widely used in biomedical research. RNA-Seq is primarily used to quantify the abundance and relative changes in gene expression across sample groups [1]. It enables a relatively unbiased analysis of the transcriptome, and has single base pair resolution, a wide dynamic range of detection, and low background noise [2]. Moreover, the cost of RNA-Seq is continuously dropping as the cost of sequencing decreases, enabling varied investigations of molecular biology in a more precise and comprehensive manner than is possible with competing technologies [1].

Since the initial application of RNA-Seq, many library preparation methods and sequencing platforms have been established, resulting in a number of choices for users. In the classic whole transcript method, extracted mRNAs are first randomly sheared into fragments, which are then reverse transcribed into cDNAs (Fig. 1). Although RNA-Seq is generally considered unbiased, it is important to note that fragmentation and library construction can introduce some biases into RNA-Seq results [2]. As cDNA fragments are sequenced, the number of reads corresponding to each transcript is proportional to the number of cDNA fragments rather than the number of transcripts. Since longer transcripts are generally sheared into more fragments, more reads will be assigned to them than shorter transcripts. Consequently, when carrying out differential expression analysis, the differentially expressed genes are more likely to be enriched for longer than shorter transcripts, as the statistical power is higher for longer transcripts due to the larger counts [3]. Recently, new 3’ RNA-Seq methods, such as Tag-seq [4] and QuantSeq [5], have been developed to minimize this bias. In the 3’ RNA-Seq method, mRNAs are not fragmented before reverse transcription. Instead, the cDNAs are only reverse transcribed from the 3′ end of the mRNAs, and only one copy of cDNA is generated for each transcript (Fig. 1). Thus, when the cDNAs are sequenced, the number of reads directly reflects the number of transcripts of a certain gene, and the longer and shorter transcripts should have the same coverage of reads.

**Fig. 1:**
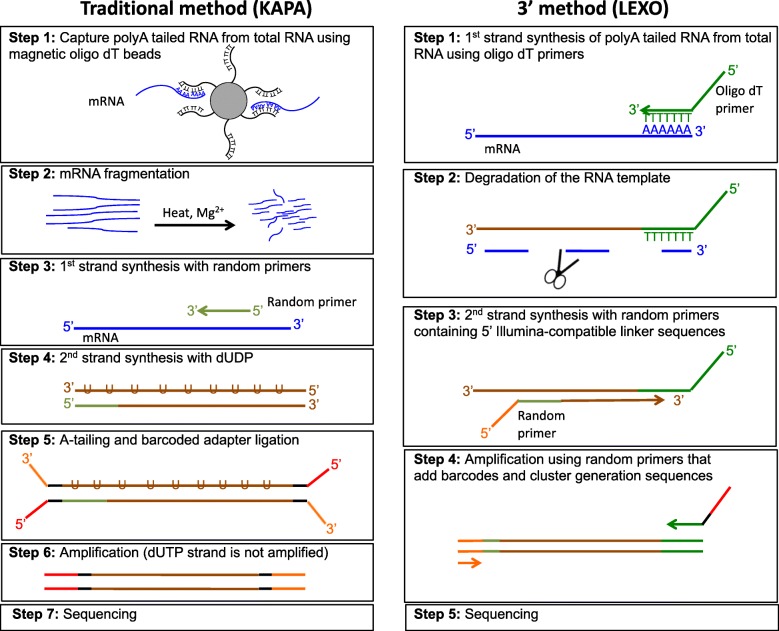
Key library preparation steps for the Trad-KAPA (left) and 3’-LEXO (right) methods

Since the establishment of 3’ RNA-Seq, it has been used in many studies. For example, Meyer et al. used Tag-Seq to profile gene expression responses of coral larvae [4], Barbash et al. used QuantSeq to quantify gene expression in the human brain [6], and Oberlin et al. used QuantSeq in a genome-wide transcriptome and translatome analysis of Arabidopsis transposons [7]. In all the above-mentioned studies, the genome of the organism that was studied (coral, human and Arabidopsis) was already characterized. However, when little genomic information is available for the species, Tandonnet et al. found that classic RNA-Seq methods worked better than 3’ RNA-Seq methods in quantifying the transcriptome [8].

To determine whether to use the classic whole transcript RNA-Seq method or the 3′ method for a large mouse study where the primary goal is to identify expression quantitative trait loci, we used both methods to prepare RNA-Seq libraries from the livers of mice on two diets, an iron-loaded diet and a control diet. We used the KAPA Stranded mRNA-Seq Kit (Trad-KAPA) to prepare libraries using the whole transcript method, and the Lexogen QuantSeq 3’mRNA-Seq Library Prep Kit-FWD (3’-LEXO) to prepare 3′ libraries. We then sequenced the libraries on the Illumina platform. The sequencing results for the Trad-KAPA and 3’-LEXO libraries were compared to determine their relative advantages and disadvantages. We first mapped the reads to the mouse genome, and confirmed that the Trad-KAPA reads covered the whole transcript, while 3’-LEXO reads only covered the 3′ end. Next, we determined the number of reads assigned to transcripts with different lengths and then used subsampling to determine how sequencing depth affects the read distributions. We also compared the reproducibility of the two methods, and carried out differential expression analysis for both methods.

## Results

### Library preparation and RNA-sequencing

We extracted RNA from the large lobe of the liver from 3 mice on an iron-loaded diet and 3 mice on an iron sufficient control diet and then prepared RNA-Seq libraries using both the Trad-KAPA and 3’-LEXO methods for all six samples. 

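The same RNA of 6 female SJL/J mice, 3 per diet, went into 12 libraries, with 1 Trad-KAPA and 1 3’-LEXO library per mouse. The control diet contained 50 ppm iron, and the iron-loaded diet contained 2% carbonyl iron and was given from 6 weeks of age until tissues were collected at 11 weeks. Each diet was given to the mice of a single cage. The authors mapped the reads to GRCm38 and deposited, for 27022 genes listed by Ensembl identifier, the number of reads mapped uniquely to the exons of each gene. These are raw counts, without normalization, subsampling or removal of duplicates, and genes without a read in any library are not listed. The Trad-KAPA totals ranged from 13834682 to 16553616 counts on the control diet (median 14929835) and from 13913526 to 14638924 on the iron-loaded diet (median 14005304). The 3’-LEXO totals ranged from 13975241 to 14104236 counts on the control diet (median 13995631) and from 10724672 to 13039605 on the iron-loaded diet (median 11000956). The reads per library that the paper gives are sequenced reads, while these totals hold only reads counted on genes. For the comparisons at equal depth, counts were drawn at random without replacement down to 10, 5, 2.5 and 1 M reads per library, each smaller set from the set of 10 M. Transcript length was the summed length of the merged exons of a gene in the GENCODE M21 annotation, which held 26940 of the 27022 identifiers. Differential expression was tested within each kit on the counts as deposited, 3 iron-loaded against 3 control libraries, with edgeR's quasi-likelihood test, TMM normalization and Benjamini-Hochberg adjustment at 0.05. DESeq2, which the paper used, was run as an alternative. Levels of genes are given as CPM, the counts of a gene scaled to a library total of 1 M. For levels given per diet with an SD over 3 mice, the library totals were first adjusted by TMM. Other levels use the totals without this adjustment. Replicate numbers name the same mouse in both kits, and values described as n = 6 are over the 6 mice.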

An overview of the key library preparation steps for the two methods are described in Fig. 1. After library preparation, we pooled and sequenced the libraries using single-end sequencing with 50 bp reads on an Illumina HiSeq4000 instrument (Illumina, San Diego, CA). We obtained an average of 22.9 million and 18.4 million reads for Trad-KAPA and 3’-LEXO libraries, respectively. The reads were mapped with STAR 2.5.3a [9] to the mouse genome (mm10 / GRCm38). 80% of the Trad-KAPA reads and 82% of the 3’-LEXO reads were uniquely mapped. As the percentages of mapped reads from the two methods were similar, we randomly sampled 10 million uniquely mapped reads in each sample for further analysis, to make sure that each library had the same sequencing depth.

### 3’-LEXO reads mapped to the 3′ region

After sequencing and read mapping, we used RSeQC [10] to determine the distribution of the reads along transcripts. As expected, Trad-KAPA reads covered transcripts uniformly, with only a slight decrease in coverage at the 5′ end (Fig. 2a). By contrast, 3’-LEXO reads preferentially mapped to the 3′ end. This suggests that most of the 3’-LEXO reads originated from the 3′ region of the gene. The individual Trad-KAPA libraries (red lines) had very similar transcript coverage profiles, while the individual 3’-LEXO samples (blue lines) exhibited some variation near the middle of the transcript.

**Fig. 2:**
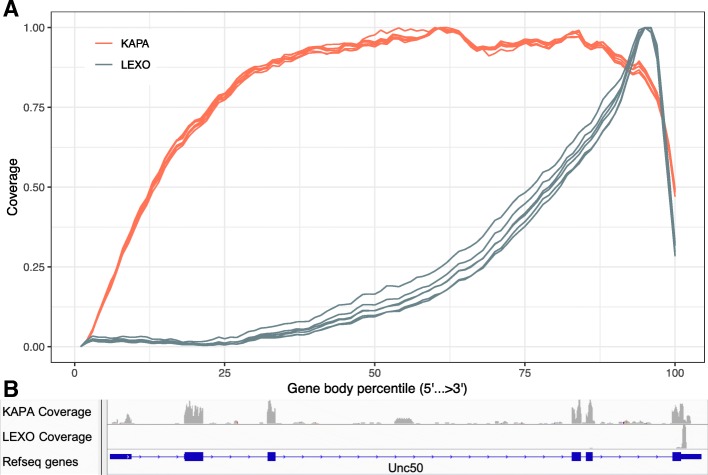
Gene body coverage. **a** Gene body coverage from the Trad-KAPA and 3’-LEXO libraries. **b** Unc50 gene body coverage from the Trad-KAPA and 3’-LEXO libraries

We show an example of the coverage differences between Trad-KAPA and 3’-LEXO in Fig. 2b. 

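Unc50 (ENSMUSG00000026111) lies on chromosome 1 of GRCm38 from 37430139 to 37439124, and its merged exons cover 1579 bp. The deposited table gives 1 count per gene and library, without the position of the reads within the gene. In control mouse 1, whose libraries the paper draws in Fig. 2b, Unc50 had 407 reads in the Trad-KAPA library and 1821 reads in the 3’-LEXO library. Over the 6 mice its level was 24.1 ± 1.60 CPM (SD, n = 6) in Trad-KAPA and 158 ± 20.7 CPM in 3’-LEXO.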

The mouse Unc50 gene has 6 exons and encodes an inner nuclear membrane RNA binding protein. We used the integrative genomics viewer [11] to visualize Trad-KAPA and 3’-LEXO read coverage. Trad-KAPA reads covered all the exons uniformly, with only a slight decrease in the 5′ exon. There were also some Trad-KAPA reads that mapped to the introns of Unc50, suggesting that some of the introns are not fully spliced. By contrast, most of the 3’-LEXO reads mapped only to the last exon of the gene.

### Trad-KAPA assigned more reads to longer transcripts

Since Trad-KAPA reads originated from the entire transcript while 3’-LEXO reads originated primarily from the 3′ end, we expected that the Trad-KAPA libraries would generate more reads for longer transcripts while the 3’-LEXO libraries would produce equal numbers of reads for transcripts independently of their lengths. To determine whether this is the case, we selected transcripts that have a length range from 500 bp to 8500 bp and have at least 100 read counts, and measured the distribution of coverage levels. For Trad-KAPA libraries, median read counts increased with transcript length (Fig. 3a), indicating that as expected these libraries generate more reads for longer transcripts. By contrast, the median read counts from 3’-LEXO libraries did not change significantly with length (Fig. 3b). This is expected, since the strong 3′ bias found in 3’-LEXO libraries is not significantly affected by transcript length. Thus, for datasets of the same sequencing depth, Trad-KAPA samples contain more reads from longer transcripts, while 3’-LEXO samples appear to be insensitive to transcript length.

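In the Trad-KAPA libraries at 10 M reads, between 6133 and 6478 transcripts per library had a length of 500 bp to 8500 bp and at least 100 reads. Their median read count was 285 ± 13.0 (SD, n = 6 libraries) from 500 to 1500 bp and 365 ± 29.5 from 7500 to 8500 bp. The ratio of the last to the first of these bins was 1.29 ± 0.158 and was above 1 in 6 of 6 mice (exact sign-flip permutation test, two-sided, p = 0.0313, the smallest p that 6 mice allow). Between them the medians did not rise in each step, with 332.5 ± 6.72 reads from 1500 to 2500 bp and 303 ± 11.1 reads from 4500 to 5500 bp. Spearman's rho between length and read count across the transcripts of a library, which are not independent replicates, was -0.000483 ± 0.0134 on average. Of the alternatives, a minimum of 10 reads in place of 100 moved rho most, to 0.154 ± 0.00574. With the transcripts of 100 to 1000 reads, the range drawn in Fig. 3, the median rose in all but 1 step, from 227 ± 7.45 to 309.5 ± 19.6 reads.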

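The 3’-LEXO libraries at the same depth had between 5973 and 6272 transcripts with these lengths and at least 100 reads. Their median read count fell from 473 ± 13.9 (SD, n = 6 libraries) at 500 to 1500 bp to 458 ± 8.83 and 380.2 ± 14.6 in the next bins, and then stayed between 314 and 334 reads up to 8500 bp. The ratio of the last to the first bin was 0.668 ± 0.0381, and it was below 1 in 6 of 6 mice (exact sign-flip permutation test, two-sided, p = 0.0313). Spearman's rho between length and read count was -0.118 ± 0.0113. When transcripts above 1000 reads were left out, rho was -0.0269 ± 0.00819, and the ratio was 0.976 ± 0.0521 and above 1 in 2 of 6 mice (exact sign-flip permutation test, p = 0.281). With a minimum of 10 reads, rho was above 0, at 0.0721 ± 0.00689.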

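Between the libraries of one mouse, rho was higher in Trad-KAPA than in 3’-LEXO by 0.117 ± 0.00794 (SD, n = 6 mice). This difference had the same sign in 6 of 6 mice (exact sign-flip permutation test, two-sided, p = 0.0313) and was larger than the spread between mice. It was 0.116 ± 0.0121 over the transcripts of 100 to 1000 reads and 0.0823 ± 0.00594 with a minimum of 10 reads. On the log2 scale, the ratio of the last to the first length bin was 0.94 ± 0.12 higher in Trad-KAPA, and 0.48 ± 0.09 higher over the transcripts of 100 to 1000 reads. From the medians in Fig. 3, the paper concludes that at one sequencing depth Trad-KAPA samples hold more reads from long transcripts and that 3’-LEXO samples appear not to depend on length.

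**Figure D1:**
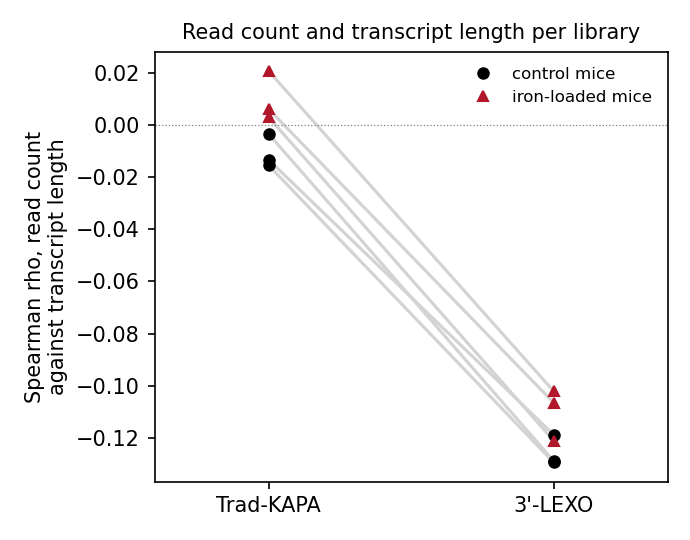
Spearman's rho between transcript length and read count (vertical axis) in each library, by kit (horizontal axis), at 10 M reads and for transcripts of 500 to 8500 bp with at least 100 reads. Black circles are control mice, red triangles iron-loaded mice, and lines join the libraries of one mouse; rho is lower in 3’-LEXO in 6 of 6 mice.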

**Fig. 3:**
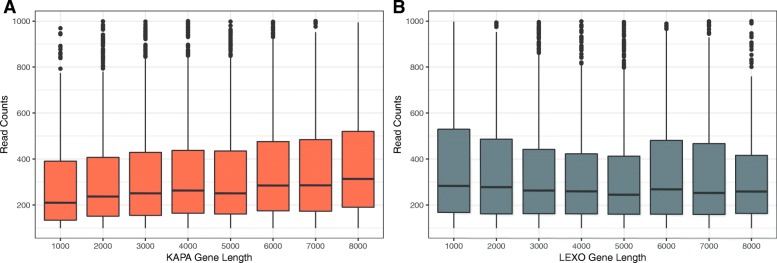
Read counts for transcripts of different length. **a** Trad-KAPA read counts for transcripts with different length. **b** 3’-LEXO read counts for transcripts with different length

### 3’-LEXO recovers more short transcripts as sequencing depth drops

To determine whether 3’-LEXO detects more short transcripts than Trad-KAPA as sequencing depth drops, we subsampled 1, 2.5 and 5 million uniquely mapped reads for all the samples, and determined how many transcripts with lengths ranging from 0 bp to 10,000 bp were detected (Fig. 4a). As sequencing depth dropped, shorter transcripts were detected less frequently than longer ones in both the Trad-KAPA and 3’-LEXO libraries. 

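A gene was counted as detected with at least 1 read, as in the paper, in each library. In Trad-KAPA, 2023.5 ± 78.3 transcripts under 1000 bp (SD, n = 6 libraries) were detected at 10 M reads and 629 ± 18.1 at 1 M. Of the transcripts from 3000 to 10000 bp, 9423 ± 52.7 and 7949 ± 58.7 were detected at these depths. In 3’-LEXO the numbers were 2366 ± 132 and 948.5 ± 49.6 under 1000 bp, and 9245 ± 68.5 and 7774 ± 74.3 from 3000 to 10000 bp.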

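At 5 M reads, 1453 ± 48.3 transcripts under 1000 bp (SD, n = 6 libraries) were detected in Trad-KAPA and 1864 ± 106 in 3’-LEXO. Per mouse, 3’-LEXO detected 411 ± 72.1 more, from 350 to 540 more, and the difference was above 0 in 6 of 6 mice (exact sign-flip permutation test, two-sided, p = 0.0313). At 10 M reads it was 342 ± 72.7, also above 0 in 6 of 6 mice (exact permutation p = 0.0313). Most of it lay outside protein-coding genes, which gave 30.2 ± 9.11 of the additional transcripts at 5 M reads, while all other gene types gave 380.5 ± 68.6. At 5 M reads, limiting the count to protein-coding genes was the alternative that moved the difference most. When a transcript was counted once if it was detected in any of the 6 libraries of a kit, the difference was 138 transcripts at 5 M reads, and at 10 M reads, where this alternative moved it most, it was -105, with more short transcripts detected in Trad-KAPA.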

When the sequencing depth dropped to 5 million, we found that we detected about 300 more transcripts that are shorter than 1000 bp from the 3’-LEXO libraries than from the Trad-KAPA libraries. With only 2.5 million reads, the difference became even more significant, approaching about 400 transcripts. However, when the sequencing depth dropped to 1 million, the difference became smaller. 

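At 2.5 M reads the difference under 1000 bp was 405 ± 58.0 transcripts (SD, n = 6 mice), from 334 to 506, and at 1 M reads it was 319.7 ± 52.7, from 277 to 419. At each depth it was above 0 in 6 of 6 mice (exact sign-flip permutation test, two-sided, p = 0.0313). The means at 5 and 2.5 M reads lay within 1 SD of each other. Relative to the Trad-KAPA number, 3’-LEXO detected 16.9% more transcripts under 1000 bp at 10 M reads, 28.3% more at 5 M, 39.7% more at 2.5 M and 50.8% more at 1 M. With at least 5 reads in place of 1, the difference was 176 transcripts at 2.5 M reads and 91.5 at 1 M.

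**Figure D2:**
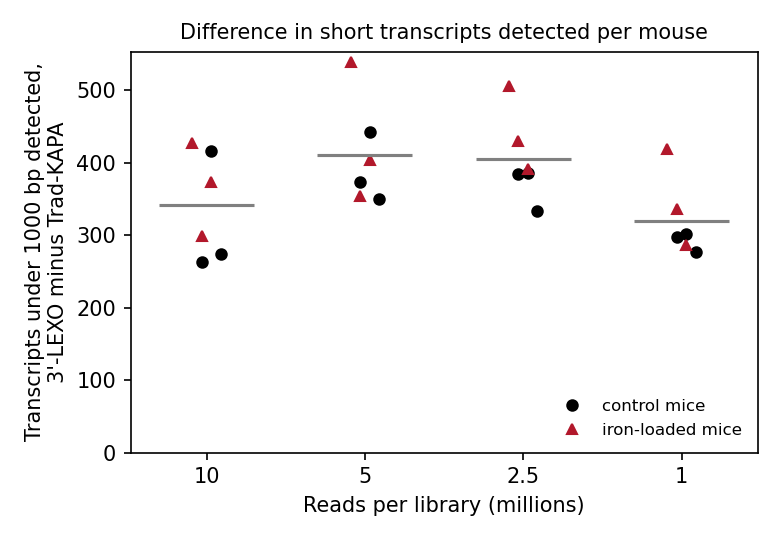
Number of transcripts under 1000 bp detected in 3’-LEXO minus the number in Trad-KAPA for each mouse (vertical axis) at each number of reads per library (horizontal axis, M reads). Black circles are control mice, red triangles iron-loaded mice and grey lines the means over the 6 mice; each of the 24 differences is above 0, from 263 to 540.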

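From 1000 to 2000 bp, 3’-LEXO detected fewer transcripts than Trad-KAPA at the larger depths. The difference was -93.0 ± 39.7 transcripts (SD, n = 6 mice) at 10 M reads and -38.5 ± 20.8 at 5 M, below 0 in 6 of 6 mice at both depths (exact sign-flip permutation test, p = 0.0313). It was 26.8 ± 31.4 at 2.5 M reads, above 0 in 5 of 6 mice (exact permutation p = 0.0938), and 59.2 ± 19.9 at 1 M, above 0 in 6 of 6 mice (exact permutation p = 0.0313).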

For transcripts longer than 1000 bp and shorter than 2000 bp, as sequencing depth drops, the detection difference between Trad-KAPA and 3’-LEXO inverted, with 3’-LEXO libraries leading to the detection of slightly more transcripts. For transcripts longer than 2500 bp, while Trad-KAPA always detected slightly more transcripts than 3’-LEXO at all the sequencing depths, the differences were very small.

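From 2500 to 10000 bp, the difference between 3’-LEXO and Trad-KAPA was -206 ± 52.5 transcripts (SD, n = 6 mice) at 10 M reads, -189.7 ± 43.0 at 5 M, -179 ± 24.1 at 2.5 M and -169 ± 41.1 at 1 M. Trad-KAPA detected more of these transcripts in 6 of 6 mice at each depth (exact sign-flip permutation test, two-sided, p = 0.0313), and relative to its number the difference was between -1.89% and -1.82%.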

**Fig. 4:**
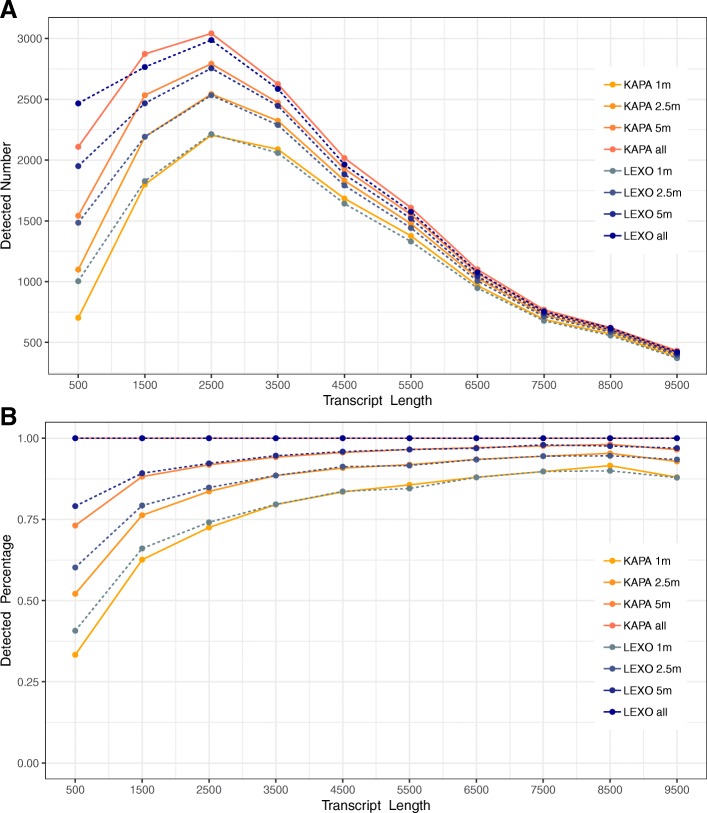
Transcripts of different length detected after subsampling. **a** The number of transcripts of different length detected after subsampling. **b** Percent of transcripts of different length detected after subsampling, compared to sampling at 10 million reads

We also compared the 1, 2.5 and 5 million read depths to 10 million read depth to see how many transcripts were detected by each method as sequencing depth drops. As shown in Fig. 4b, 3’-LEXO detected 10% more transcripts than Trad-KAPA for transcripts shorter than 1000 bp. 

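Of the transcripts under 1000 bp that a library detected at 10 M reads, 3’-LEXO kept 78.8% ± 0.588 (SD, n = 6 libraries) at 5 M reads and Trad-KAPA 71.8% ± 1.24. At 2.5 M reads the shares were 60.2% ± 0.732 and 50.4% ± 1.74, and at 1 M reads they were 40.1% ± 0.638 and 31.1% ± 1.62. Per mouse the share was higher in 3’-LEXO by 6.95 ± 1.58, 9.82 ± 2.07 and 8.99 ± 1.86 percentage points at 5, 2.5 and 1 M reads, in 6 of 6 mice each time (exact sign-flip permutation test, two-sided, p = 0.0313). From these numbers and those of Fig. 4a, the paper concludes that 3’-LEXO recovers more short transcripts as sequencing depth drops.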

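From 1000 to 2000 bp, the share kept was higher in 3’-LEXO by 1.66 ± 0.967, 3.76 ± 1.43 and 4.51 ± 1.11 percentage points (SD, n = 6 mice) at 5, 2.5 and 1 M reads. From 2000 to 3000 bp, the differences were 0.438 ± 0.649, 1.18 ± 0.454 and 1.64 ± 0.513 percentage points. All but the difference of 0.438 points had the same sign in 6 of 6 mice (exact sign-flip permutation test, p = 0.0313), and for that one the exact p was 0.25, with 3 of 6 mice higher in 3’-LEXO.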

For transcripts longer than 1000 bp and shorter than 3000 bp, 3’-LEXO only recovered slightly more than Trad-KAPA. 

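For transcripts from 3000 to 10000 bp, the share kept differed between the kits by 0.0413 ± 0.0634, -0.126 ± 0.388 and -0.267 ± 0.417 percentage points (SD, n = 6 mice) at 5, 2.5 and 1 M reads. None of the 3 differences was larger than the spread between mice (exact sign-flip permutation test, p = 0.25, 0.5 and 0.188).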

For transcripts longer than 3000 bp, the two methods detected about the same percentage of transcripts.

### Trad-KAPA and 3’-LEXO have similar levels of reproducibility

To compare the reproducibility of the two library preparation methods, we calculated the correlation within and between Trad-KAPA and 3’-LEXO samples. Biological replicates of samples made with each of the two protocols were correlated at comparable levels (Fig. 5a and c), with correlation coefficients around 0.95. 

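Pearson's r across all 27022 genes was computed on log10 of the CPM plus 0.01, at 10 M reads per library. Over the 6 pairs of mice on one diet, r was 0.950 ± 0.00252 (SD, n = 6 pairs) in Trad-KAPA and 0.953 ± 0.00264 in 3’-LEXO. Genes are not independent replicates and pairs share libraries, so no test was made. In such a pair, between 3241 and 3929 genes had a read in one library and none in the other, and with the small pseudocount these genes weigh on r. With a pseudocount of 1, r was 0.993 ± 0.00272 in Trad-KAPA and 0.992 ± 0.00295 in 3’-LEXO. With 0.01 added to the raw counts as deposited, it was 0.904 ± 0.00360 and 0.913 ± 0.00355. The paper describes this addition for raw read counts, after sampling 10 M reads per library, and raw counts at that depth were not run here.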

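Between control and iron-loaded libraries of one kit, r computed in the same way was 0.943 ± 0.00392 (SD, n = 9 pairs) in Trad-KAPA and 0.947 ± 0.00426 in 3’-LEXO. The pairs within and across diets overlapped, since the lowest r within a diet was 0.947 in Trad-KAPA and 0.949 in 3’-LEXO and the highest across diets was 0.947 and 0.951. For control mouse 1 against iron-loaded mouse 1, the pair drawn in Fig. 5b and d, r was 0.939 in Trad-KAPA and 0.942 in 3’-LEXO.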

The control and diet samples were also highly correlated in both cases (Fig. 5b and d), although slightly lower than that found for the biological replicates. Finally, we also compared libraries generated from the same RNA stock but with the two different library preparation methods (Fig. 5e and f), and found that the correlation coefficient was around 0.85. 

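Between the libraries made from the same mouse, with Trad-KAPA reads divided by transcript length as in the paper, r was 0.868 ± 0.00154 (SD, n = 6 mice), from 0.865 to 0.8697. Between a mouse and the other mice of its diet, r across the kits was 0.865 on average. The same mouse gave the higher value by 0.00300 ± 0.00110 in 6 mice (exact sign-flip permutation test, two-sided, p = 0.0313). Without division by length, r was 0.895 ± 0.00134, and over genes with at least 10 reads in both libraries it was 0.811 ± 0.00689. On the raw counts as deposited in place of CPM, an alternative chosen after the data were seen, r was 0.811 ± 0.00401. The paper's methods describe raw read counts, and the paper worked on 10 M sampled reads per library. Raw counts at 10 M reads were not run here. From the correlations within and between kits, the paper concludes that both methods are similarly reproducible and that their results match well in general.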

We found that Trad-KAPA detects some genes that are missed by 3’-LEXO (shown in the red rectangle area in Fig. 5e and f), but generally the agreement between the two libraries was quite high.

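The area of the rectangle in Fig. 5e was taken as a log10 Trad-KAPA value above 2.7 and a log10 3’-LEXO value below 1, at 10 M reads. The 3’-LEXO value was CPM. The Trad-KAPA value was CPM per kb of transcript length, so that short genes reach its limit more easily. In this area lay 2 genes in control mouse 1, and the same 2 genes lay there in each of the other mice. Mir6236 (ENSMUSG00000098973), annotated as a miRNA gene of 123 bp on chromosome 9 from 110281287 to 110281409, had 1153 ± 202 CPM (SD, n = 6) in Trad-KAPA and 0.0357 ± 0.0598 in 3’-LEXO. Gm23935 (ENSMUSG00000076258), a miRNA gene of 57 bp on chromosome 16 from 11144125 to 11144181, had 624 ± 117 CPM in Trad-KAPA and 3.35 ± 1.97 in 3’-LEXO. All of the 50 bp stretches of Gm23935 also occur in transcripts of other genes, so its count is uncertain. With raw counts as deposited in place of CPM, an alternative chosen after the data were seen, 10 genes lay there in control mouse 1 and 5 to 9 in the other mice, with Mir6236 but without Gm23935.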

**Fig. 5:**
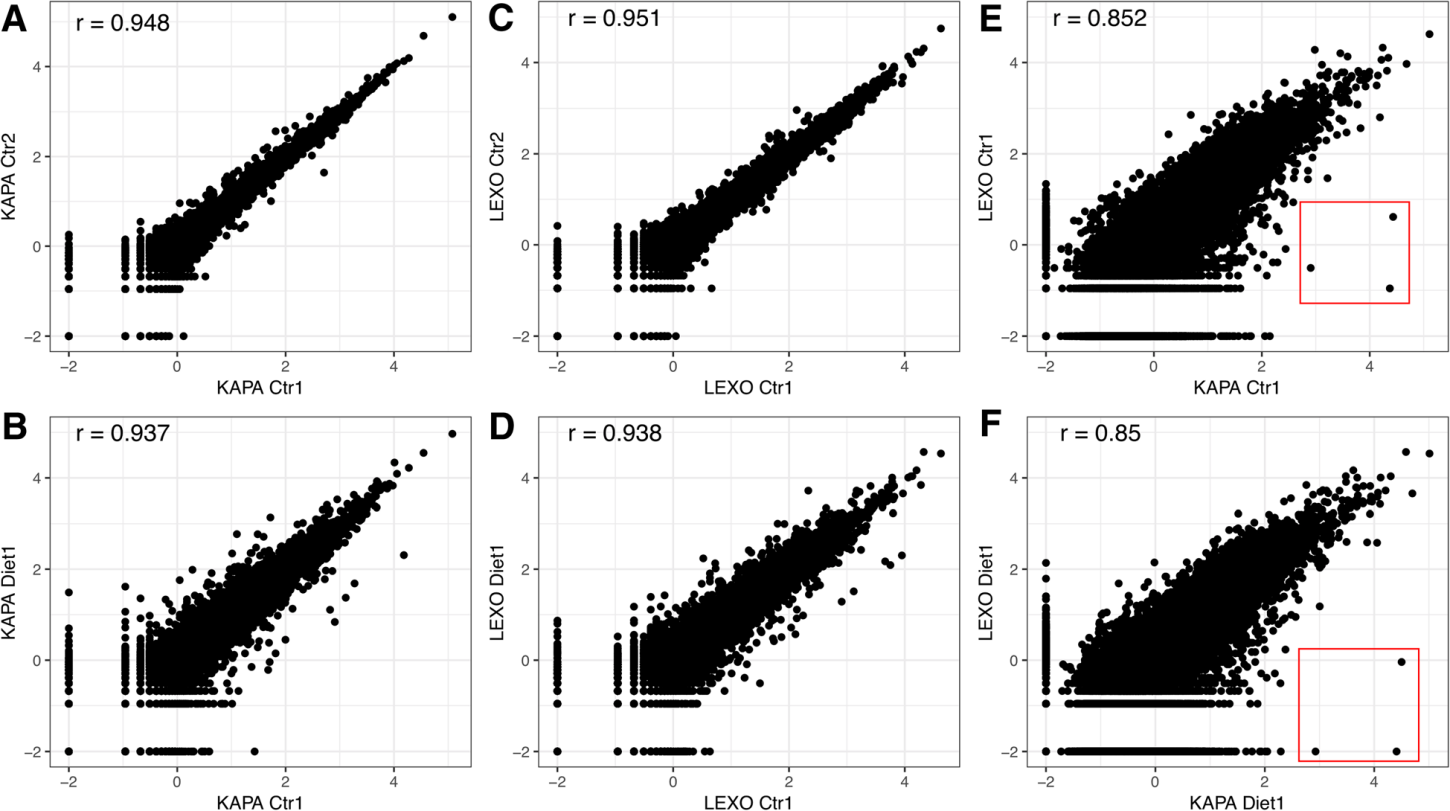
Correlation between Trad-KAPA and 3’-LEXO samples. **a** Correlation between the Trad-KAPA control samples 1 and 2. **b** Correlation between the Trad-KAPA control sample 1 and the iron loaded diet sample 1. **c** Correlation between the 3’-LEXO control samples 1 and 2. **d** Correlation between the 3’-LEXO control sample 1 and the iron loaded diet sample 1. **e** Correlation between the Trad-KAPA and 3’-LEXO control sample 1. **f** Correlation between the Trad-KAPA and 3’-LEXO iron loaded diet sample 1

### Trad-KAPA detects more differentially expressed genes

One major application of RNA sequencing is the identification of differentially expressed genes (DEGs). We used DESeq2 [12] to carry out differential expression analysis on the control and iron loaded diet samples with subsampling. 

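On the counts as deposited, 13151 genes passed the expression filter in Trad-KAPA, and 2255 of them differed between the diets at an adjusted p below 0.05, with 1154 higher and 1101 lower in iron-loaded livers. In 3’-LEXO, 811 of 13301 genes passed the threshold, with 422 higher and 389 lower. With counts drawn down to 10 M reads per library, 2043 genes were called in Trad-KAPA and 705 in 3’-LEXO. Leaving out 1 mouse at a time gave between 841 genes (without control mouse 2) and 2803 genes (without iron-loaded mouse 1) in Trad-KAPA. In 3’-LEXO the same fits gave between 199 genes (without control mouse 3) and 871 genes (without iron-loaded mouse 1). The alternative that moved the 3’-LEXO number most upwards was the fit without an expression filter, with 2040 genes in 3’-LEXO and 2866 in Trad-KAPA. DESeq2 called 2431 genes in Trad-KAPA and 1313 in 3’-LEXO on the same counts.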

We adjusted the FDR to 0.05 and detected 1982 and 1157 differentially expressed transcripts for Trad-KAPA and 3’-LEXO, respectively (Table 1). 

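Of the genes called on the counts as deposited, 639 were shared by both kits, which is 78.8% of the 3’-LEXO genes and 28.3% of the Trad-KAPA genes, and 0 of them changed in opposite directions. Another 1616 genes were called in Trad-KAPA only and 172 in 3’-LEXO only. At 10 M reads per library the kits shared 555 genes. Without control mouse 3 the shared number was 165, the lowest of the fits that each left out 1 mouse, and without iron-loaded mouse 1 it was 715, the highest.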

Among those transcripts, 882 were detected by both methods. 

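At 5, 2.5 and 1 M reads, edgeR called 1571, 1106 and 653 genes in Trad-KAPA and 582, 449 and 271 in 3’-LEXO. Both kits called 433, 334 and 198 of these. Over 10 further random draws, the number at 1 M reads ranged from 565 to 662 in Trad-KAPA and from 257 to 346 in 3’-LEXO. With DESeq2 the numbers at 10, 5, 2.5 and 1 M reads were 2026, 1308, 749 and 359 in Trad-KAPA and 1137, 754, 455 and 241 in 3’-LEXO.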

As sequencing depth drops, the number of differentially expressed transcripts detected by Trad-KAPA and 3’-LEXO decreased, and this trend can also be seen in the MA plots in Additional file 1: Figure S1. However, samples sequenced by Trad-KAPA always resulted in more differentially expressed transcripts when comparing the two libraries at the same sequencing depth. 

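The ratio of Trad-KAPA to 3’-LEXO calls was 2.78 on the counts as deposited, and 2.90, 2.699, 2.46 and 2.41 at 10, 5, 2.5 and 1 M reads with edgeR. The ratios at these depths are from 1 draw. Over 10 further draws at 10 M reads, the median number was 2057.5 in Trad-KAPA and 746.5 in 3’-LEXO (711 to 790, above the 705 of the draw used). At 1 M reads the medians were 618.5 and 314, so the ratio there was lower than in the draw used. With DESeq2 the ratio fell from 1.78 at 10 M reads to 1.49 at 1 M. Among the fits of the deposited counts of all mice it was lowest without an expression filter, at 1.40, and highest with the replicate number as a block, at 4.41, and when 1 mouse was left out it lay between 1.61 (without iron-loaded mouse 2) and 5.19 (without control mouse 3).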

Not surprisingly, more than 95% of the differentially expressed transcripts detected in the subsampled datasets were also detected in the analysis of the initial 10 million read dataset. These results indicate that Trad-KAPA libraries lead to a higher detection of differentially expressed transcripts compared to 3’-LEXO libraries, at all sequencing depths.

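Of the genes that edgeR called in Trad-KAPA at 5, 2.5 and 1 M reads, 92.8%, 91.9% and 89.9% were also called at 10 M reads. In 3’-LEXO the shares were 85.7%, 84.9% and 83.0%. With DESeq2 they were 98.0%, 97.997% and 98.6% in Trad-KAPA and 97.9%, 98.7% and 96.3% in 3’-LEXO. The smaller sets were drawn from the set of 10 M reads, so the calls compared share reads.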

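A gene called in one kit only is not thereby shown to respond differently in the other, so the difference between the kits' diet effects was tested over all 12 libraries. Of 14384 genes, 0 had an adjusted p below 0.05 for the diet by kit interaction in edgeR's quasi-likelihood test. An unadjusted p below 0.05 was found for 402 genes or 2.79%, less than the share of 0.05 that chance alone gives. This fit leaves out the pairing by mouse, and its 0 is not evidence that the kits' diet effects are equal. With the mouse as a block, which uses that each mouse gave a library to both kits, 5 genes passed the threshold. In that fit 1026 genes or 7.13% had an unadjusted p below 0.05. From the larger Trad-KAPA numbers in Table 1, the paper concludes that Trad-KAPA leads to a higher detection of differentially expressed transcripts at all sequencing depths.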

**Table 1:** The number of differentially expressed transcripts detected by the Trad-KAPA and 3’-LEXO, before and after subsampling from 10 million reads

Sequencing Depth	Trad-KAPA	Intersection (with 10 m)	3’-LEXO	Intersection (with 10 m)	Intersection (Trad-KAPA and 3’-LEXO)
1 million	343	339 (98.8%)	257	249 (96.9%)	177
2.5 million	758	742 (97.9%)	474	460 (97.0%)	329
5 million	1234	1194 (96.8%)	777	740 (95.2%)	562
10 million	1982	1982	1157	1157	882

The first column denotes the sequencing depth (i.e. the total number of mapped reads from the library examined). The second column denotes the number of differentially expressed transcripts detected by Trad-KAPA. The third column denotes the number of differentially expressed transcripts detected after subsampling that overlap with those from the 10 million sequencing depth. The fourth and fifth columns denote the results for the 3’-LEXO method. The sixth column denotes the number of differentially expressed transcripts detected by both the Trad-KAPA and the 3’-LEXO methods at listed sequencing depth

We also looked at the lengths of the differentially expressed transcripts detected by the two methods. 

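Among transcripts under 500 bp, 309 were tested in at least 1 kit and 26 were called, 12 of them by 3’-LEXO only, 8 by Trad-KAPA only and 6 by both. From 500 to 1000 bp, 80 of 521 were called, 16 by 3’-LEXO only, 41 by Trad-KAPA only and 23 by both.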

As shown in Additional file 2: Figure S2, some short transcripts were only detected as differentially expressed in 3’-LEXO samples (blue bins). As the transcript length increases, the number of differentially expressed transcripts detected only by 3’-LEXO drops. By contrast, most of the longer transcripts were only detected as differentially expressed by Trad-KAPA. This may be due to the fact that Trad-KAPA assigned more reads to the longer transcripts, which gained enough statistical power to be detected as differentially expressed.

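The share of called genes that only 3’-LEXO called fell from 46.2% under 500 bp to 20.0% from 500 to 1000 bp, 9.57% from 1000 to 2000 bp and 4.03% above 7500 bp. As numbers these were 12, 16, 27 and 21 genes, and most tested genes are longer than 1000 bp. The bins in between held 24 genes from 2000 to 3000 bp, 42 from 3000 to 5000 bp and 30 from 5000 to 7500 bp. The number of genes that only 3’-LEXO called was highest from 3000 to 5000 bp. That bin is wider than each of the bins below it, so these numbers do not show a peak at that length.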

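Trad-KAPA alone called 56.4% of the called genes from 1000 to 2000 bp, 68.4% from 3000 to 5000 bp and 75.4% above 7500 bp. The median length was 4589.5 bp for the genes called in Trad-KAPA only, 3298 bp for those called in 3’-LEXO only and 4011 bp for those called in both. The difference of 1291.5 bp between the single-kit medians was tested by 100000 permutations of the labels across genes (two-sided permutation p = 9e-05), and genes are not independent replicates. Without control mouse 3, the 3’-LEXO only set held 34 genes with a median length of 2020.0 bp, and the difference was 3072.5 bp. The paper proposes that longer transcripts get more Trad-KAPA reads and with them enough statistical power to be called.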

### Validation of the differential expression analysis

To understand why some genes were only detected as significantly differentially expressed in one method, we selected DEGs (1100 from Trad-KAPA and 275 from 3’-LEXO) and compared their expression and log fold changes across both methods (Additional file 3: Figure S3). 

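Of the 1616 genes called in Trad-KAPA only, 57.9% had more CPM in Trad-KAPA than in 3’-LEXO, and of the 172 called in 3’-LEXO only, 75% had more in 3’-LEXO. Over the 1524 and 123 of these genes that were tested in both kits, the change was larger in the kit that called the gene for 80.6% of the Trad-KAPA only and 93.5% of the 3’-LEXO only genes. Genes were chosen for passing the threshold in that kit, which by itself favours a larger change there.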

We found that most genes had higher expression and larger log fold changes in the method that detected them as significantly differentially expressed compared to the other method. However, we also found that the correlation coefficients for the log fold changes and expression levels are 0.87 and 0.83, indicating that the Trad-KAPA and 3’-LEXO methods overall yield consistent results. 

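Across the 1647 genes called in one kit and tested in both, Pearson's r between the kits' log2 fold changes was 0.904, and 98.2% changed in the same direction. Across all 12229 genes tested in both kits it was 0.868. With DESeq2 at 10 M reads it was 0.398 across 20229 genes, of which 71.8% changed in the same direction. Both kits used the same 6 mice, so the chance differences between mice are shared. In the other 9 splits of the mice into 3 and 3, which mix the diets, r over genes picked in the same numbers per kit by the smallest p lay between 0.587 and 0.711, with a median of 0.649. Spearman's rho over the 1647 genes was 0.8698, and DESeq2's calls and fold changes at 10 M reads gave r = 0.849. For log2 expression across the 1788 genes called in one kit only, r was 0.820. These correlations are across genes, which are not independent replicates.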

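The mean level over the 12 libraries was 85.3 CPM for the 639 genes called in both kits and 69.1 CPM for the 1788 genes called in one kit only. This is a ratio of 1.24, or 23.6% more. The ratio of medians was 1.19, and that of the means of log2 expression 1.34. With DESeq2's calls at 10 M reads the ratio was 2.04, and in the fits that each left out 1 mouse it lay between 1.35 and 1.94, the highest without control mouse 2.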

We compared the expression level of the DEGs detected in only one method to the expression level of the DEGs that were identified in common by both methods and found that these had on average 36% higher expression than the DEGs detected in only one method. Thus, we think the reason for genes being detected as DEGs in only one method was due to lower expression in the other method. This can be explained by the differences that the two methods use in assigning reads to the genes.

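Of the 1616 genes called in Trad-KAPA only and the 172 called in 3’-LEXO only, 1524 and 123 were tested in both kits. Among these tested genes, 59.7% of the former and 61.8% of the latter still had an unadjusted p below 0.05 in the kit that did not call them. Their median size of the log2 fold change was 0.62 in Trad-KAPA and 0.48 in 3’-LEXO for the Trad-KAPA only genes, and 0.95 in 3’-LEXO and 0.54 in Trad-KAPA for the 3’-LEXO only genes. The expression filter of the other kit left out the remaining 92 and 49 genes. From the lower expression in the kit that missed a gene, the paper reasons that single-kit calls arise from the way each method assigns reads to genes.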

We also used RT-qPCR to examine the expression of a subset of the genes that were found to be detected only by either the Trad-KAPA or 3’-LEXO method (mean expression across all six samples [control and iron loaded] > 10 by one method and < 1 by the other). 

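With levels in CPM over the 6 libraries of a kit, 46 genes lay above 10 in Trad-KAPA and below 1 in 3’-LEXO, and 34 lay above 10 in 3’-LEXO and below 1 in Trad-KAPA. With reads at 10 M per library in place of CPM, the same limits gave 115 and 187 genes. The median length of the 46 genes was 2582.5 bp and that of the 34 genes 584 bp. Of the genes of Table 2, 4 of 6 found in the annotation as Trad-KAPA only and 7 of 11 as 3’-LEXO only met the limits in reads at 10 M. In CPM, 0 of 6 and 3 of 11 met them. The last 500 bp were mostly shared with transcripts of other genes for 32.6% of the 46 genes, 24.2% of the 33 annotated 3’-LEXO only genes and 5.24% of the 6721 genes above 10 in both kits (Fisher's exact test against these, p = 8.5e-09 and p = 0.000258). The 3 highest in 3’-LEXO only were the snoRNA genes Snord13 with 405 ± 222 and Snord118 with 169.6 ± 74.5 CPM (SD, n = 6), and the pseudogene Gm28438 with 107 ± 33.0, whose 3' end is 99.0% shared with other genes.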

We tested 11 genes that were only detected by the 3’-LEXO method, and 7 genes that were only detected by the Trad-KAPA method (Table 2). 

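Summed over the 6 libraries of a kit, the genes of the Trad-KAPA only group had few 3’-LEXO reads: Adnp 6, Fv1 7, Mid1 3, Mmp28 8, Unkl 3 and Zfp647 6 reads, against 103 to 428 Trad-KAPA reads. The 3' ends of Adnp and Unkl are wholly and that of Mmp28 is 92.5% shared with other genes, and all 3 overlap another gene there (Gm20716, Gnptg and 1700020L24Rik); whether this lowered the counts was not tested. Cd7a, also in this group, is not a symbol of the annotation and was not analysed here. In the 3’-LEXO only group, the 11 genes had between 2 and 11 Trad-KAPA reads in total and between 75 and 31791 3’-LEXO reads. The 3' ends of Schip1, Rps27rt, Bcl2a1b and S100a4 are 100%, 91.1%, 86.9% and 56.3% shared with other genes. In the kit that missed the gene, none of the 6 and 11 genes was called between the diets by edgeR without an expression filter, with 2 and 1 at an unadjusted p below 0.05. DESeq2 gave none of these genes an adjusted p there, so it could not call them.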

Of note, for some of these genes with several reported splice variants, we used multiple primer sets but obtained similar results. 

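None of the 6 Trad-KAPA only genes that could be analysed passed the expression filter in 3’-LEXO, and none of the 11 3’-LEXO only genes passed it in Trad-KAPA, so these fits gave no fold change for the kit that missed the gene. In Trad-KAPA, Zfp647 fell by 1.32 on the log2 scale (SE 0.29, adjusted p = 0.0204 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Fv1 fell by 1.04 (SE 0.25, edgeR adjusted p = 0.0287), each lower in the 3 iron-loaded than in the 3 control libraries. Leaving out 1 mouse at a time, Zfp647 stayed below 0.05 in 1 and Fv1 in 2 of the 6 fits. Adnp, Unkl, Mid1 and Mmp28 did not pass the threshold, and the changes of Adnp and Unkl were -0.0021 and 0.02 and changed sign when 1 mouse was left out. In 3’-LEXO, 5 of the 11 genes passed it. Spink1 rose by 3.24 (SE 0.38, edgeR adjusted p = 0.00233) and S100a4 by 1.14 (SE 0.15, edgeR adjusted p = 0.00418), both called in 6 of the 6 fits that left out 1 mouse. Tceal5 had 1, 0 and 2 reads in the control libraries and 27, 20 and 25 in the iron-loaded ones, so it was at least 9.30-fold higher. Bcl2a1b rose by 2.31 (edgeR adjusted p = 0.0416), called in 1 of the 6 fits that left out 1 mouse, and mt-Tq fell by 1.83 (edgeR adjusted p = 0.0307), called in 2 of the 6. Where a kit had at most 3 reads in each library of both diets, as Trad-KAPA had for Hist4h4, Mir5136, Rps27rt, S100a4, Schip1, Snord118, Snord13, Spink1 and Bcl2a1b and 3’-LEXO for Adnp, Fv1, Mid1 and Unkl, no fold change is given.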

For most of these genes, differential expression analysis gave different results for the two RNA-Seq methods. The crossing point-PCR-cycle (Cp) values for 3 of the 3’-LEXO only genes were greater than 30. Of the 8 tested 3’-LEXO only genes that had Cp values less than 30, 5 genes’ RT-qPCR fold change results comparing iron loaded to control diet agreed better with the 3’-LEXO results, 2 agreed better with the Trad-KAPA results, and 1 gave an intermediate result. All of the RT-qPCR results from the 7 tested Trad-KAPA only genes agreed better with the Trad-KAPA results. Thus, as expected, genes that were more highly detected by one method tended to give differential expression results that better agreed with RT-qPCR results.

**Table 2:** RT-qPCR results

Gene name	Primer set used	RT-qPCR fold change	Trad-KAPA fold change	3’-LEXO fold change	RT-qPCR result match which RNA-Seq method	Group
Adnp	mAdnp-ex2–3	0.83	1.15	5.02	Trad-KAPA	Trad-KAPA only
Cd7a	mCd7a-ex3–4	0.69	0.79	5.11	Trad-KAPA	Trad-KAPA only
Fv1	mFv1-F169	0.55	0.54	10.48	Trad-KAPA	Trad-KAPA only
Mid1	mMid1ex4–5	0.77	0.53	5.12	Trad-KAPA	Trad-KAPA only
Mid1	mMid1ex8–9	0.83	0.53	5.12	Trad-KAPA	Trad-KAPA only
Mmp28	mMmp28ex2–3	3.24	4.52	8.55	Trad-KAPA	Trad-KAPA only
Unkl	mUnkl-ex5–6	0.75	1.11	5.12	Trad-KAPA	Trad-KAPA only
Unkl	mUnkl-ex2–3	0.90	1.11	5.12	Trad-KAPA	Trad-KAPA only
Zfp647	mZfp647-204ex4–5	0.55	0.42	8.46	Trad-KAPA	Trad-KAPA only
Zfp647	mZfp647-201ex3–4	0.59	0.42	8.46	Trad-KAPA	Trad-KAPA only
Bcl2a1b	mBcl2a1bEx1–2	2.91	1.44	5.76	In between	3’-LEXO only
Hist4h4	mHist4h4	1.83	0.26	0.27	Neither	3’-LEXO only
Mir5136	mMir5136	1.47	5.07	0.88	3’-LEXO	3’-LEXO only
Mt-Tq	mMt-Tq	1.09	0.95	0.30	Trad-KAPA	3’-LEXO only
Rps27rt	mRps27rt	1.27	0.27	1.40	3’-LEXO	3’-LEXO only
S100a4	mS100a4ex1–2	1.93	1.42	2.31	3’-LEXO	3’-LEXO only
S100a4	mS100a4ex2–3	2.06	1.42	2.31	3’-LEXO	3’-LEXO only
Schip1	mSchip1ex7–8	0.85	0.51	0.90	3’-LEXO	3’-LEXO only
Snord118	mSnord118	0.46	0.26	0.60	3’-LEXO	3’-LEXO only
Snord13	mSnord13	0.92	0.98	0.48	Trad-KAPA	3’-LEXO only
Spink1	mSpink1ex3–4	9.49	2.66	8.28	3’-LEXO	3’-LEXO only
Tceal5	mTceal5ex3–4	5.82	10.48	30.09	Trad-KAPA	3’-LEXO only
Tceal5	mTceal5ex1–2	6.07	10.48	30.09	Trad-KAPA	3’-LEXO only
Atoh8	mAtoh8	3.97	3.10	3.19	Both	Iron metabolism
Bdh2	mBdh2	0.28	0.35	0.39	Both	Iron metabolism
Bmp6	mBmp6	4.83	6.01	6.20	Both	Iron metabolism
Cp	mCp	1.77	1.88	1.94	Both	Iron metabolism
Ftl1	mFtl1	1.75	0.98	3.26	In between	Iron metabolism
Hamp1	mHamp1	5.75	5.19	5.73	Both	Iron metabolism
Hamp2	mHamp2	0.26	0.28	0.33	Both	Iron metabolism
Hfe2	mHfe2	0.61	0.66	0.67	Both	Iron metabolism
Id1	mId1F205&200	4.05	3.43	3.19	Both	Iron metabolism
Lcn2	mLcn2	2.91	2.92	2.25	Both	Iron metabolism
Slc11a2	mSlc11a2	0.66	0.80	0.73	Both	Iron metabolism
Smad7	mSmad7	3.33	3.85	2.91	In between	Iron metabolism
Tfrc	mTfrc	1.16	1.26	1.32	Both	Iron metabolism

Column 3–5 give the log2 fold difference in expression between the iron loaded and control samples by RT-qPCR, Trad-KAPA, and 3’-LEXO. Column 6 indicates if the RT-qPCR results matched better to one RNA-Seq method. Column 7 denotes the group of the genes: detected only in Trad-KAPA (Trad-KAPA only), detected only in 3’-LEXO (3’-LEXO only) or iron metabolism related (Iron metabolism)

### Differential expression in iron metabolism

To validate if the differentially expressed genes detected by each method overlap in terms of biological function, we carried out functional enrichment analyses using the DEGs from both the Trad-KAPA and 3’-LEXO methods using KEGG pathways. We found that the enriched pathways determined from the data from the Trad-KAPA and 3’-LEXO largely overlapped, although there were some pathways specific to each method (Additional file 4: Figure S4A and B). The overlapping pathways were related to amino acid and lipid metabolism. Lipid metabolism in particular has been previously reported to be affected by iron status [13]. We also performed differential expression analysis on previously published microarray data from iron loaded and control C57BL/6 J mice livers [14] and obtained 792 DEGs. We then performed functional enrichment analysis on these DEGs in the same way as for the RNA-Seq results (Additional file 4: Figure S4C). Again, pathways related to amino acid and lipid metabolism were shared between all 3 analyses.

To further determine if the results from both methods were consistent, we examined 13 genes known to be involved in iron metabolism by RT-qPCR, and compared the results with those from both the Trad-KAPA and 3’-LEXO. All 13 genes tested were well represented in both RNA-Seq data sets and had Cp values less than 30 by qPCR. 

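In Trad-KAPA all 13 genes of the list passed the expression filter, and in 3’-LEXO 12 did. The exception was Bmp6, with 0 to 4 reads per library in 3’-LEXO against 39 to 307 in Trad-KAPA, and 38.8% of its 3' end is shared with an overlapping gene. Ftl1 had 3 to 23 reads per library in 3’-LEXO and 73 to 178 in Trad-KAPA, and 80.9% of its 3' end is shared with other genes. The other levels ranged from 5.01 CPM (Bdh2) to 2081 (Cp) in Trad-KAPA and from 12.4 (Bdh2) to 1133 (Cp) in 3’-LEXO.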

8 genes were found to have significantly increased expression in the iron loaded livers compared to controls by at least one of the methods (Table 2). 

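In Trad-KAPA, 8 of the 13 genes had an adjusted p below 0.05 over all genes tested, 6 higher (Atoh8, Bmp6, Cp, Id1, Lcn2 and Smad7) and 2 lower (Bdh2 and Hamp2) in iron-loaded livers. In 3’-LEXO 6 of 12 did, with Atoh8, Cp, Hamp, Lcn2 and Smad7 higher and Hamp2 lower, so 7 genes were higher in at least 1 kit. Adjusted over the list alone, 10 genes passed the threshold in each kit, 7 higher and 3 lower, and since the study examined the list on these mice, this is not independent evidence. Without control mouse 3, 4 genes were called in Trad-KAPA and 0 in 3’-LEXO, and without iron-loaded mouse 1 the numbers were 9 and 8.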

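Bmp6 (ENSMUSG00000039004, chromosome 13 from 38345107 to 38500302) had 3.44 ± 0.385 CPM (SD, n = 3) on the control diet and 18.6 ± 2.75 on the iron-loaded diet in Trad-KAPA. Its log2 fold change was 2.42 (SE 0.17, adjusted p = 0.000506 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was called in each of the 6 fits that left out 1 mouse. In 3’-LEXO it did not pass the expression filter, and its adjusted p was 0.474 in edgeR without the filter, with 1, 0 and 1 reads in the control and 4, 1 and 3 in the iron-loaded libraries. Hamp (ENSMUSG00000050440, chromosome 7 from 30942368 to 30944032), which Table 2 lists as Hamp1, had 216 ± 259 and 1110.5 ± 116 CPM in Trad-KAPA and 239.6 ± 255.6 and 1387 ± 145 in 3’-LEXO. The log2 fold changes were 2.36 (SE 0.77, edgeR adjusted p = 0.0667) and 2.53 (SE 0.62, edgeR adjusted p = 0.0425). Without TMM adjustment of the totals, control mouse 1 had 515 CPM in Trad-KAPA where the other control mice had 44.0 and 83.2. When control mouse 1 was left out, the log2 fold change was 4.06 in Trad-KAPA and 3.90 in 3’-LEXO. In 3’-LEXO, Hamp was called in 2 of the 6 fits that each left out 1 mouse.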

Bmp6 and Hamp1 increased 5–6 fold. 

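Atoh8 (ENSMUSG00000037621) rose from 11.4 ± 5.55 to 38.1 ± 4.65 CPM (SD, n = 3) in Trad-KAPA, a log2 fold change of 1.73 (SE 0.29, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00948). In 3’-LEXO its change was 1.67 (SE 0.38, edgeR adjusted p = 0.0360), and it was called in 2 of the 6 fits that left out 1 mouse. Smad7 (ENSMUSG00000025880) rose from 16.4 ± 6.29 to 60.6 ± 24.9 CPM in Trad-KAPA, by 1.88 (SE 0.36, edgeR adjusted p = 0.0139), and by 1.58 (SE 0.39, edgeR adjusted p = 0.0428) in 3’-LEXO, where it was called in 1 of the 6 fits that left out 1 mouse. Id1 (ENSMUSG00000042745) rose by 1.73 (SE 0.43, edgeR adjusted p = 0.0295) in Trad-KAPA and by 1.65 (SE 0.43, edgeR adjusted p = 0.0531) in 3’-LEXO, and it was called in 2 of the 6 fits that left out 1 mouse in each kit.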

Atoh8, Smad7, and Id1 increased 3–4 fold. Lcn2 and Cp increased 2–3 fold in all studies. 

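Lcn2 (ENSMUSG00000026822) rose from 40.2 ± 15.8 to 120.6 ± 20.7 CPM (SD, n = 3) in Trad-KAPA and from 16.7 ± 5.95 to 39.2 ± 1.73 in 3’-LEXO. The log2 fold changes were 1.58 (SE 0.28, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0103) and 1.24 (SE 0.23, edgeR adjusted p = 0.0169). Cp (ENSMUSG00000003617) rose from 1431 ± 69.9 to 2703 ± 148 CPM in Trad-KAPA and from 765 ± 94.3 to 1486 ± 56.6 in 3’-LEXO. Its log2 fold changes were 0.92 (SE 0.13, edgeR adjusted p = 0.00494) and 0.96 (SE 0.17, edgeR adjusted p = 0.0138). All 3 iron-loaded libraries lay above all 3 control libraries for both genes in both kits, which happens by chance in 1 of 10 splits in this direction or the other. Of the 6 fits that left out 1 mouse, Cp was called in 6 in Trad-KAPA and 3 in 3’-LEXO, and Lcn2 in 6 and 5.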

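Ftl1 (ENSMUSG00000050708, chromosome 7 from 45457944 to 45459884) had 7.30 ± 2.98 and 7.26 ± 1.36 CPM (SD, n = 3) on the control and iron-loaded diets in Trad-KAPA, a log2 fold change of -0.02 (SE 0.28, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.971). In the 3’-LEXO libraries it had 3, 7 and 9 reads on the control diet and 23, 14 and 16 on the iron-loaded diet, a log2 fold change of 1.66 (SE 0.44, edgeR adjusted p = 0.0557). The difference between the kits was 1.68 (SE 0.53, edgeR interaction test, adjusted p = 1), and with the mouse as a block it was 1.64 (SE 0.47, edgeR adjusted p = 0.396). Of the 50 bp stretches of the whole Ftl1 transcript, 90.6% also occur in transcripts of other genes.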

The results for Ftl1 differed between the methods, with Trad-KAPA giving no difference, 3’-LEXO giving a 3 fold increase, and RT-qPCR results about 2 fold increase. The expression of these genes has been reported previously to increase with iron loading [14, 15]. Two tested genes exhibited significantly decreased expression by at least one method. 

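Bdh2 (ENSMUSG00000028167, chromosome 3 from 135281221 to 135304426) fell from 7.62 ± 1.08 to 2.58 ± 1.71 CPM (SD, n = 3) in Trad-KAPA and from 17.95 ± 1.59 to 7.11 ± 4.13 in 3’-LEXO. Its log2 fold changes were -1.57 (SE 0.45, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0479) and -1.36 (SE 0.39, edgeR adjusted p = 0.0694). Hamp2 (ENSMUSG00000056978, chromosome 7 from 30922372 to 30924681) fell from 499.5 ± 216 to 143 ± 48.004 CPM in Trad-KAPA and from 1211 ± 500.01 to 403 ± 143 in 3’-LEXO. Its log2 fold changes were -1.81 (SE 0.36, edgeR adjusted p = 0.0148) and -1.59 (SE 0.34, edgeR adjusted p = 0.0268). Hamp2 shares 26.8% of the 50 bp stretches of its transcript with other genes, and Hamp shares 16.6%. Of the 6 fits that left out 1 mouse, Bdh2 was called in 2 in each kit, and Hamp2 in 5 in Trad-KAPA and 3 in 3’-LEXO.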

Bdh2 decreased 2–4 fold, and Hamp2 decreased 3–4 fold. The decreased expression of Bdh2 is in agreement with a previous study, but the Hamp2 results (found by all methods) were different than those previously reported for other mouse strains [16]. 

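Hfe2 fell by 0.61 on the log2 scale in Trad-KAPA (SE 0.18, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0543) and by 0.58 in 3’-LEXO (SE 0.18, edgeR adjusted p = 0.0898), with all iron-loaded below all control libraries in both kits. DESeq2 gave it adjusted p-values of 0.0187 and 0.0496. Slc11a2 changed by -0.32 (SE 0.22, edgeR adjusted p = 0.319) and -0.43 (SE 0.20, edgeR adjusted p = 0.221), and Tfrc by 0.29 (SE 0.20, edgeR adjusted p = 0.346) and 0.37 (SE 0.23, edgeR adjusted p = 0.348).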

Finally, 3 genes (Hfe2, Slc11a2, and Tfrc) known to be involved in iron metabolism had little to no difference in expression reported at the mRNA level in the liver with iron loading and also had slight to no differences in expression by the three methods tested here [17, 18]. Thus, the results for both RNA-Seq methods agreed well with both the RT-qPCR results and with previously reported studies.

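Over the 12 genes of the list tested in both kits, 11 changed in the same direction, and Pearson's r between the kits' log2 fold changes across these genes was 0.929. The largest difference between the kits, 1.68, was that of Ftl1. The RT-qPCR values of Table 2 and the previously published data were not analysed here. The paper concludes that for these genes both RNA-Seq methods matched RT-qPCR and earlier studies well.

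**Figure D3:**
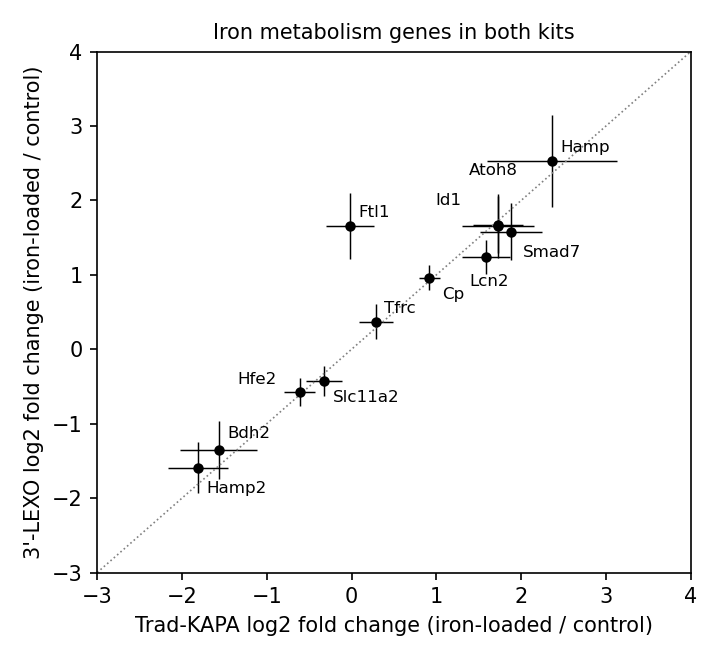
Log2 fold change between iron-loaded and control livers in 3’-LEXO (vertical axis) against Trad-KAPA (horizontal axis) for the 12 iron metabolism genes tested in both kits; bars are standard errors from edgeR and the dotted line marks equal changes. Ftl1 lies apart from the line, with -0.02 in Trad-KAPA and 1.66 in 3’-LEXO.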

## Discussion

With the development and advancement of RNA-sequencing technology, many library preparation methods and sequencig platforms have become available. Here, we used a classic whole transcript RNA-Seq method (Trad-KAPA) and a 3’ RNA-Seq method (3’-LEXO) to prepare sequencing libraries from livers of iron-loaded diet and control diet mice, and sequenced the libraries on the Illumina platform. We then compared the sequencing results to determine the advantages and disadvantages of the two approaches.

We identified the gene body coverage of the Trad-KAPA and 3’-LEXO libraries by mapping the reads back to the genome. As expected, Trad-KAPA reads covered transcripts uniformly, with a slight decrease at the 5′ end. One reason for the decrease might be that the secondary structure of the mRNA can cause early termination of reverse transcription [19], making it difficult to reach the cap site (5′ end). It is also possible that many of the transcripts are partially degraded, so that the polyadenylation capture biases the coverage towards the 3′ end. By contrast, 3’-LEXO reads mapped mostly to the 3′ end. 3’-LEXO reads that mapped to the middle of the transcript showed significant coverage variation from library to library. The variation might be caused by the randomness in the reverse transcription start site on the cDNA. In the classic whole transcript method, mRNAs are first sheared into fragments, then the fragments are reverse transcribed to generate cDNAs. Hence, it is expected that the longer a transcript is, the more fragments it should have. The 3’ RNA-Seq method however generates only one read for each transcript, so the number of reads directly reflects the level of gene expression. We counted the reads mapped to transcripts that have lengths ranging from 500 bp to 8500 bp and found that Trad-KAPA libraries had more reads assigned to longer transcripts. By contrast, 3’-LEXO read counts remained uniform as transcript length increased.

As Trad-KAPA assigned more reads to longer transcripts and 3’-LEXO assigned a similar number of reads to transcripts with different lengths, we expected to see fewer short transcripts and more long transcripts detected by Trad-KAPA as sequencing depth drops. For transcripts shorter than 1000 bp, 3’-LEXO detected about 10% more than Trad-KAPA when sequencing depth dropped. However, for transcripts longer than 1000 bp, there was only a small difference between the number detected by Trad-KAPA and 3’-LEXO. Since a 3’ RNA-Seq method only captures reads from the 3′ end of the mRNA, it is difficult for this method to detect differences in isoforms close to the 5′ end of longer genes. In our study, 15% of uniquely mapped Trad-KAPA reads contain splices, while only 6% of uniquely mapped 3’-LEXO reads contain splices. As a result, the 3’ RNA-Seq method is not recommended for novel transcript or splice variant discovery. We also compared Trad-KAPA and 3’-LEXO reproducibility, and found that both methods showed very high reproducibility between biological replicates. When comparing the sequencing results generated with the same mouse using the Trad-KAPA versus 3’-LEXO methods, we found the two methods generally agreed with each other. Although there were a few transcripts detected only by Trad-KAPA, they turned out to be non-coding RNAs.

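Of the 46 genes above 10 CPM in Trad-KAPA and below 1 in 3’-LEXO, 34 were annotated as protein-coding and 12 as non-coding, which is 26.1% against 0.967% of the 6721 annotated genes above 10 in both kits (Fisher's exact test, p = 5.5e-14). Among the non-coding genes, 8 were pseudogenes. With reads at 10 M per library in place of CPM, 67 of 115 genes were non-coding. In the area of the rectangle of Fig. 5e, 2 of 2 genes were non-coding in each of the 6 mice with CPM at 10 M reads. Trad-KAPA values were per kb of transcript length there, which favours short genes. With raw counts as deposited, an alternative chosen after the data were seen, 7 of 10 were non-coding in control mouse 1, and each mouse had 1 to 3 protein-coding genes there. Among the 46 genes above 10 CPM in Trad-KAPA and below 1 in 3’-LEXO, Gm15564 and Ugt1a9 had the highest Trad-KAPA levels after Mir6236. Gm15564 is an antisense gene with 256.4 ± 44.5 CPM (SD, n = 6). Ugt1a9 is a protein-coding gene with 162 ± 27.97 CPM whose 3' end is shared with the other genes of its cluster. In 3’-LEXO these genes had 0.15 ± 0.137 and 0.5997 ± 0.342 CPM.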

One major application of RNA-sequencing is to detect differentially expressed transcripts. We subsampled the reads generated by both the methods and carried out differential expression analysis using DESeq2. We found that Trad-KAPA detected more differentially expressed transcripts at all four sequencing depths tested. Interestingly, Xiong et al. [20] also detected more DEGs using the traditional method compared the 3′ method, while Tandonnet et al. [8] detected more DEGs using the 3′ method. We think the differences were caused by removing duplicated reads. Xiong et al. did not remove duplicates in their traditional method but rather used unique molecular identifier to remove the PCR duplicates in their 3′ method. Tandonnet et al. removed all the duplicates in both methods. In our study, we did not remove duplicates, as we believe that instead of PCR over-amplification, the major cause of duplicated reads is very high expression of a small number of genes [21].

Among all the DEGs we found, some of the very short transcripts (shorter than 500 bp) were only detected to be differentially expressed by 3’-LEXO, while many of the long transcripts, especially those longer than 7500 bp, were only detected as differentially expressed by Trad-KAPA. As Trad-KAPA assigns more reads to longer transcripts, the statistical power to detect differences increases. Thus, the probability that those transcripts are detected differentially expressed is higher. It is also clear that as sequencing depth drops, both methods will detect fewer differentially expressed transcripts. Thus, if users want to use RNA-Seq to detect differentially expressed transcripts, Trad-KAPA will likely generate larger lists than 3’-LEXO, biased towards longer transcripts.

## Conclusions

In this paper, we compared two RNA-Seq methods using the classic whole transcript method (Trad-KAPA) and the 3′ method (3’-LEXO). We found that the two methods had similarly high reproducibility between biological replicates. We found that Trad-KAPA assigned more reads to longer transcripts, and thus detected fewer short ones when sequencing depth dropped. However, Trad-KAPA detected more differentially expressed transcripts at all the sequencing depths we tested. With no change of the reproducibility and only slightly better performance in detecting shorter transcripts, but less sensitivity in detecting differentially expressed transcripts, there is no clear advantage to using one method over the other. Thus, we would recommend users select the method based on the goals of their experiments.

## Methods

### Animal husbandry

Eight female SJL/J mice (cat #686, purchased from The Jackson Laboratory, Bar Harbor, ME) housed at 4 mice per cage were placed on an AIN-93G “control” diet containing 50 ppm iron (cat #515005, Dyets, Bethlehem, PA) upon arrival at 3 weeks of age. At 6-weeks of age, one cage of these mice was changed to an AIN-93G “high iron” diet containing 2% carbonyl iron (cat #515007, Dyets). At 11 weeks of age, the mice were fasted starting at 6:30 am, and tissues were collected between 11:30 am and 1 pm. Blood was taken from the retroorbital plexus under isoflurane anesthesia using a heparin-coated capillary tube, and then mice were perfused via the heart with ice-cold phosphate buffered saline to flush remaining blood from the tissues. Tissues were collected and frozen in liquid nitrogen and stored at − 80 °C until analysis.

### Liver RNA purification

Total RNA was extracted from a 20 mg piece of the large lobe of six livers (3 per diet group) using the Qiagen miRNeasy Mini kit (cat# 217004, Qiagen) per the manufacturer’s instructions. In brief, samples were homogenized in QIAzol lysis reagent using a rotor stator homogenizer. Chloroform was added and the extract was vigorously shaken and then centrifuged at 12,000 g to phase separate the organic and aqueous phases. Total RNA was purified from the aqueous phase using the kit spin column. DNA was digested on-column per the manufacturer’s instructions using the RNase-Free DNase Set (cat# 79254, Qiagen). RNA concentration was measured using the Qubit RNA BR Assay (cat# Q10211, Molecular Probes) and RNA integrity was measured with an Agilent 2200 Tapestation instrument using the Agilent RNA ScreenTape and Sample Buffer (cat#5067–5576 and cat#5067–5577, Agilent, Santa Clara, CA). All samples had RINe values greater than 8.

### Library generation

Libraries were prepared from the extracted RNA using two different kits, the QuantSeq 3’mRNA-Seq Library Prep Kit-FWD (cat #15, Lexogen, Vienna, Austria), denoted here as “3’-LEXO”, and the KAPA Stranded mRNA-Seq Kit (cat #KK8421, KAPA Biosystems, Wilmington, MA), denoted here as “Trad-KAPA”, per the manufacturers’ instructions using 1 μg of RNA per library.

For the Trad-KAPA libraries, RNA was heated in a thermocycler for 6 min at 94 °C for the fragmentation step, and KAPA Pure Beads (cat #KK8002, KAPA Biosystems) were used for cDNA capture. For the Trad-KAPA adapter ligation reactions, aliquots of 700 nM stock adapters (prepared from 30 μM original stock, cat #KK8700, KAPA Biosystems) were added to give final adapter concentrations of 50 nM. Ten cycles of library amplification were performed, and the libraries were eluted in 23.5 uL 10 mM Tris-HCl (pH 8). The double stranded DNA concentration was quantified using two methods: the Qubit dsDNA BR Assay Kit (cat #Q32853, Molecular Probes), which gave concentrations ranging from 42.1 to 46.7 ng/ μL, and by the KAPA Library Quantification Kit (cat #KK4824, KAPA Biosystems), which gave values approximately 2.5 higher. The molar concentration of cDNA molecules in the individual Trad-KAPA libraries was calculated from the double stranded DNA concentration (as determined by the KAPA Library Quantification Kit) and the region average size (determined by analyzing each sample on an Agilent 2200 Tapestation instrument using the Agilent D1000 ScreenTape and Sample Buffer (cat#5067–5582 and cat#5067–5583, Agilent, Santa Clara, CA)). Aliquots from each library were diluted to 10 nM cDNA molecules in 10 mM Tris-HCl (pH 8) + 0.01% Tween-20 (cat #P1379-25ML, Sigma, St. Louis, MO), and equal volumes were pooled to make the final pooled library for sequencing.

For the 3’-LEXO libraries, indices from the first two columns of the i7 Index Plate for QuantSeq/SENSE for Illumina adapters 7001–7096 (cat #044, Lexogen) were used, and 11 cycles of library amplification were performed. Libraries were eluted in 22 μL of the kit’s Elution Buffer. The double stranded DNA concentration was quantified using the Qubit dsDNA HS Assay Kit (cat #Q32854, Molecular Probes), and by the KAPA Library Quantification Kit, both which gave similar concentrations for each sample that ranged from 1.7 to 4.3 ng/ μL. The molar concentration of cDNA molecules in the individual 3’-LEXO libraries was calculated from the double stranded DNA concentration and the region average size (determined by analyzing each sample on an Agilent 2200 Tapestation instrument using the Agilent High Sensitivity D1000 ScreenTape and Sample Buffer (cat#5067–5584 and cat#5067–5585, Agilent, Santa Clara, CA)). Aliquots containing an equal number of nmoles of cDNA molecules from each library were pooled to give a pooled library with a concentration of 10 nM cDNA molecules. Per the manufacturer’s advice, the final pool was purified once more (to remove any free primers to prevent index-hopping) by adding 0.9x volumes of PB and proceeding from Step 30 onwards in the QuantSeq User Guide protocol. The library was eluted in 22 μL of the kit’s Elution Buffer.

### Sequencing

The pooled libraries were sequenced in an Illumina HiSeq4000 instrument (Illumina, San Diego, CA).

### Transcript coverage

The reads were mapped with STAR 2.5.3a to the mouse genome (mm10 / GRCm38). After mapping, all 12 BAM files were used as input for RSeQC v2.6.4 to calculate transcript coverage. For visualization of the Unc50 gene coverage, control sample 1 BAM files from Trad-KAPA and 3’-LEXO were visualized in Integrative Genomics Viewer.

### Reads subsampling

We randomly sampled 1, 2.5, 5, and 10 million reads that are uniquely mapped to a gene’s exonic regions from each sample. We considered genes to be detected if they had at least 1 read. The transcript length was calculated by adding the lengths of all the exons from the gene.

### Correlation between Trad-KAPA and 3’-LEXO samples

For comparison between samples sequenced by the same method, raw read counts were modified by the addition of 0.01 before log10 transformation, then Pearson correlation coefficients were calculated between each comparison. For comparisons between Trad-KAPA and 3’-LEXO samples, Trad-KAPA raw read counts were divided by transcript length and multiplied by 1000, then the samples were treated as comparison within one method.

### Differential expression analysis

We used DESeq2 to find differentially expressed transcripts in control diet and iron-loaded diet samples for each sequencing depth. The FDR was adjusted to 0.05, and the other parameters were set to default. The number of overlapping differentially expressed transcripts in Trad-KAPA and 3’-LEXO was calculated. For 1, 2.5 and 5 million reads, the overlap between differentially expressed transcripts in subsampled pools and the initial 10 million read sample was computed. The log fold changes from DESeq2 were used to calculate the correlations between the two methods.

### Real-time quantitative PCR

All primers are listed in Table 2. cDNA for real-time quantitative polymerase chain reaction (RT-qPCR) reactions was prepared with High Capacity cDNA Reverse Transcription Kit (cat# 4368814, Life Technologies) using the same liver RNA stock used for the Trad-KAPA and 3’-LEXO library synthesis. KAPA SYBR FAST qPCR reaction mix (cat# KK4611, Roche) was added with primers and run in triplicate on a LightCycler 480 Instrument (Roche). PCR products gave a strong single peak by melt curve analysis. For each mouse and transcript, housekeeping-normalized expression values were calculated as 2^-(Cp GOI – Cp housekeeper)^, where GOI is the gene of interest and Cp is the cycle number where fluorescence reached a set threshold. Three housekeeping genes (TBP, Beta-actin, and HPRT) were selected to control for variation in cDNA amounts. Students’ t-test was performed for each gene and housekeeper to compare expression levels between the three control and three iron loaded mice, and the average t-test *p*-value across all three housekeepers was calculated. For each gene, housekeeper, and animal, housekeeping-normalized expression values for each gene were then normalized to the average level in animals on the control diet by dividing each housekeeping-normalized expression value by the average control group housekeeping-normalized expression value. These fold change values versus control were then averaged for all three housekeepers used, to give a final average fold change value versus control for each gene.

## Additional files

Additional file 1: **Figure S1.** MA plots showing the differentially expressed transcripts detected by Trad-KAPA and 3’-LEXO with subsampling.

Additional file 2: **Figure S2.** The number of differentially expressed transcripts, grouped by transcript length, detected only by Trad-KAPA (red), only by 3’-LEXO (blue) and by both methods (purple).

Additional file 3: **Figure S3.** Comparing DEGs detected in only one method. Genes here are DEGs detected in only KAPA (red) or in only LEXO (blue), log2 fold changes (A) and log2 mean expression (B) are compared between the two methods.

Additional file 4: **Figure S4.** KEGG Pathways enriched by Trad-KAPA (A), 3’-LEXO (B) and Microarray (C) DEGs.

## Abbreviations

3’-LEXO: Lexogen QuantSeq 3’ mRNA-Seq
cDNA: Complementary
DEGs: Differentially expressed genes
DNA: Deoxyribonucleic acid
FDR: False discovery rate
mRNA: Messenger RNA
RNA: Ribonucleic acid
RNA-Seq: RNA-sequencing
RSeQC: Quality control of RNA-seq experiments
Trad-KAPA: KAPA Stranded mRNA-Seq

# Supplementary material for: A comparison between whole transcript and 3’ RNA sequencing methods using Kapa and Lexogen library preparation methods
**Source:** BMC Genomics. 2019 Jan 7;20:9. doi: 10.1186/s12864-018-5393-3
**Supplement:** Supplementary file 1 — Figure S1. MA plots showing the differentially expressed transcripts detected by Trad-KAPA and 3’-LEXO with subsampling.

**Additional file 1**

**Figure S1** MA plots showing the differentially expressed transcripts detected by Trad-KAPA and 3’-LEXO with subsampling.

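An MA plot sets the log2 fold change of each gene against its mean level, and the spread between mice of one diet decides which of these changes pass the threshold. This spread, as edgeR's common biological coefficient of variation over all tested genes, was 0.162 in Trad-KAPA and 0.192 in 3’-LEXO on the counts as deposited. The median of the values per gene was lower in Trad-KAPA in each of the 5 classes of expression from 1 log2 CPM upwards. It was 0.171 and 0.202 at 1 to 3 log2 CPM, and 0.122 and 0.158 at 5 to 7. At 10 M reads the common values over all tested genes were 0.1598 and 0.189.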

# Supplementary material for: A comparison between whole transcript and 3’ RNA sequencing methods using Kapa and Lexogen library preparation methods
**Source:** BMC Genomics. 2019 Jan 7;20:9. doi: 10.1186/s12864-018-5393-3
**Supplement:** Supplementary file 2 — Figure S2. The number of differentially expressed transcripts, grouped by transcript length, detected only by Trad-KAPA (red), only by 3’-LEXO (blue) and by both methods (purple).

**Additional file 2**

**Figure S2** The number of differentially expressed transcripts, grouped by transcript length, detected only by Trad-KAPA (red), only by 3’-LEXO (blue) and by both methods (purple).

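With DESeq2 at 10 M reads, the setting of the paper's figure, 28 transcripts under 500 bp were called in at least 1 kit, 53.6% of them in 3’-LEXO only and 21.4% in Trad-KAPA only. Above 7500 bp, 467 were called, 7.92% of them in 3’-LEXO only and 62.7% in Trad-KAPA only. The median lengths were 4809.5 bp for the genes called in Trad-KAPA only, 3049 bp for those called in 3’-LEXO only and 3902 bp for those called in both.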

# Supplementary material for: A comparison between whole transcript and 3’ RNA sequencing methods using Kapa and Lexogen library preparation methods
**Source:** BMC Genomics. 2019 Jan 7;20:9. doi: 10.1186/s12864-018-5393-3
**Supplement:** Supplementary file 3 — Figure S3. Comparing DEGs detected in only one method. Genes here are DEGs detected in only KAPA (red) or in only LEXO (blue), log2 fold changes (A) and log2 mean expression (B) are compared between the two methods.

**Additional file 3**

**Figure S3** Comparing DEGs detected in only one method. Genes here are DEGs detected in only KAPA (red) or in only LEXO (blue), log2 fold changes (A) and log2 mean expression (B) are compared between the two methods.

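With DESeq2 at 10 M reads, 1158 genes were called in Trad-KAPA only and 269 in 3’-LEXO only. Of these, 63.6% and 76.6% had the higher level in the kit that called them, and 85.8% and 89.5% had the larger change there. In the other kit, 49.5% of the Trad-KAPA only and 47.6% of the 3’-LEXO only genes had an unadjusted p below 0.05. Across these genes Pearson's r between the kits was 0.804 for log2 expression.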

# Supplementary material for: A comparison between whole transcript and 3’ RNA sequencing methods using Kapa and Lexogen library preparation methods
**Source:** BMC Genomics. 2019 Jan 7;20:9. doi: 10.1186/s12864-018-5393-3
**Supplement:** Supplementary file 4 — Figure S4. KEGG Pathways enriched by Trad-KAPA (A), 3’-LEXO (B) and Microarray (C) DEGs.

**Additional file 4**

**Figure S4** KEGG Pathways enriched by Trad-KAPA (A), 3’-LEXO (B) and Microarray (C) DEGs.

How the deposited data were processed for this re-analysis (not part of the article)

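Liver RNA of 6 female SJL/J mice was used, 3 on a control diet with 50 ppm iron and 3 on an iron-loaded diet with 2% carbonyl iron. Each RNA gave 1 Trad-KAPA and 1 3’-LEXO library, so that there were 12 libraries. The authors mapped the reads with STAR 2.5.3a to GRCm38 and counted, for each gene, the reads that mapped uniquely to its exons. The count values used here are these raw counts as deposited, which the authors neither normalized nor subsampled and from which they did not remove duplicates. This was checked on the values, which are whole numbers with a different total in each library. The table lists 27022 genes by Ensembl identifier, and 0 of them lack reads in all libraries. The text of the paper names neither the counting program nor the annotation release. Gene symbols, gene types and lengths were taken from GENCODE M21, which held 26940 of the identifiers, and the other 82 were kept without a length. Transcript length was the summed length of the merged exons of a gene, and the length of the longest transcript was an alternative.

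The totals were 16553616, 14929835 and 13834682 counts for control mice 1, 2 and 3 and 14005304, 14638924 and 13913526 for iron-loaded mice 1, 2 and 3 in Trad-KAPA. In 3’-LEXO they were 13995631, 13975241 and 14104236, and 13039605, 10724672 and 11000956. Between libraries of one kit and diet, counts differed by more than the noise of counting, with a chi-square per degree of freedom from 6.46 to 66.1. A group with at most 3 reads in each library was treated as at the floor, and folds against it were computed as lower bounds. For comparisons at equal depth, counts were drawn without replacement from the deposited counts with a fixed seed, to 10, 5, 2.5 and 1 M reads per library, and 10 further draws were made at each depth. The authors also describe drawing from the reads mapped uniquely to exons, but their own draws were not used here.

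The mice of a diet shared 1 cage, so that diet and cage cannot be told apart by any value here, and wherever a diet is named the cage differs with it. The same replicate number in both kits names the same mouse. This was checked with each library's deviation from the mean of its kit and diet, over 9311 genes with at least 50 counts on average. The sum of r over the 6 mice was 3.58, the second highest of the 36 assignments of mice within diets (exact permutation test, one-sided, p = 0.0556, smallest possible p 1 in 36). The only higher one, at 3.5998, exchanged iron-loaded mice 2 and 3, which hardly differ, and the other numbers each gave the highest r with their own mouse. With at least 10 counts the sum was 2.91, and with Spearman's rho it was 3.02, with the same p. Across diets the numbers do not name pairs.

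Differential expression was tested with edgeR 4.0.16 (R 4.3.3, limma 3.58.1) by the quasi-likelihood F test, with TMM normalization, filterByExpr and Benjamini-Hochberg adjustment at 0.05, within each kit. The difference between the kits' diet effects was tested as the interaction of diet and kit over all 12 libraries. Values per mouse were compared between the kits by the exact two-sided sign-flip permutation test over 6 mice, whose smallest p is 0.0313. The length of genes called in one kit was tested with 100000 permutations. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used for these steps. The fits were tested on simulated counts with 200 changed genes, a coefficient of variation of 0.15 and the depths of the libraries. edgeR recovered 89% of the changed genes in Trad-KAPA and 88.5% in 3’-LEXO, DESeq2 80.5% and 82%, and the edgeR interaction test 61.5%. Of the calls in these simulations, between 2.78% and 6.50% were genes that had not been changed. Each simulated change was larger than the median log2 change of the genes called in one kit only, 0.62 in Trad-KAPA and 0.95 in 3’-LEXO. Both kits got the same coefficient of variation, and no effect of a mouse was shared between them. The recovered shares thus do not give the power for the real genes and do not compare the kits.

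In total, 130 alternatives were written down before the data were examined, and 7 were added later: in 5 the libraries of iron-loaded mice 2 and 3 were summed, and in the others raw counts were used for the correlation between the kits and for the rectangle of Fig. 5e. They include DESeq2 1.42.0, its size factors in edgeR, other expression filters, the replicate number or the mouse as a block, equal depth, other pseudocounts, read limits and lengths, and leaving out each mouse in turn. The effect of these settings is given in the closing section. A count of genes was taken as moved when it changed by more than 1.5 times, and a value without a test when it changed by more than 1 SD between replicates. For the correlation of log2 fold changes and for the ratio of expression, which have no replicates, the SD over the 6 fits that left out 1 mouse was used.

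The genes named were those that the paper names in its text or in Table 2, the 5 with the largest rise and the 5 with the largest fall among genes called and with separate groups in both kits, those in the area of the rectangle of Fig. 5e, and the 3 most abundant and the 3 highest single-kit genes of each kit. Genes named because they passed the interaction test with the mouse as a block, or because they differed between iron-loaded mice 2 and 3, were chosen after their values were seen. Shared sequence was measured as the share of the 50 bp stretches of a transcript, or of its last 500 bp, that also occur in transcripts of other genes. Lists of marker genes for pancreas acinar cells (10 genes), red blood cells (6), leukocytes (9) and Kupffer cells (5), of the acute phase response (10) and of BMP targets (5) were written before they were tested. Their medians were compared with 10000 random lists of the same size and expression. Read positions within genes, splice sites, KEGG pathways, RT-qPCR and microarray data were not analysed here, since the deposited table does not hold them.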

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

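The tests on the genes that differ between the kits, on the 5 genes with the largest rise and on the spread between iron-loaded mice 2 and 3, except for the test of one RNA, were chosen only after the results were seen. So were the 10 splits of the interaction test.

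In 16 groups of 6 libraries, the highest and the lowest value were compared with the others, and 1 value lay further apart than the limit, where about 1 in 20 groups does so by chance. In the Trad-KAPA library of iron-loaded mouse 1, the most abundant gene, Alb, took 9.31% of the counts, against 11.95% to 13.5% in the other Trad-KAPA libraries, and the gap was 0.635 of the range, just above the limit for 6 libraries. A result this close to the limit is what chance gives in 16 groups. In 3’-LEXO the same mouse also had the lowest share, 3.72%, but not beyond the limit. Iron-loaded mouse 1 lies apart from mice 2 and 3 in other genes too, with 2317 and 2832 genes that differ between them with both kits in 1 fit. Its deviations from the mean of its diet correlated between the kits with r = 0.792, which argues against library preparation. The label of a control mouse is ruled out, because over the genes changed by the diet it lay beyond mice 2 and 3, at 1.06 or more where control is 0 and mice 2 and 3 are 1. RNA of other cells was tested with marker lists. Of the pancreas list, 0 genes had enough reads, red blood cell genes were lower (median log2 -0.59 in Trad-KAPA and -0.67 in 3’-LEXO), and the medians of leukocyte genes (-0.12 and 0.24) and Kupffer cell genes (0.0038 and 0.23) lay inside the range of random lists. The medians of the acute phase list were -0.36 and -0.11 and those of the BMP targets 0.12 and -0.09, also inside that range. The paper reports RNA integrity (RINe) above a common limit for all samples, without a value per mouse in its text. A difference in RNA quality above that limit and another difference in the state of this mouse stay open.

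Iron-loaded mice 2 and 3 differ less than any other pair of mice on one diet. With both kits in 1 fit, 2 genes differed between them (Lars2 and Gm23935, chosen after their values were seen), and 4.85% of the genes had an unadjusted p below 0.05, where the other 5 pairs had 516 to 2832 genes and 18.1% to 40.5%. The correlation of their difference between the kits was -0.0127, against 0.486 to 0.787 in the other pairs. One library deposited under both numbers is ruled out by the chi-square per degree of freedom, which was 6.46 in Trad-KAPA and 6.47 in 3’-LEXO and would be near 1. Labels crossed between the kits would give a clearly negative correlation, and would leave the spread within a kit as it is. Fewer reads do not explain the pattern either, since the lower Trad-KAPA total of the 2 mice was 13913526 counts, above the lowest of the other mice, 13834682. In 3’-LEXO they had the fewest counts, 10724672 and 11000956, but the SD of their log2 ratio was the lowest in both kits, 0.15 in Trad-KAPA and 0.24 in 3’-LEXO, against 0.27 to 0.47 and 0.34 to 0.54 in the other pairs. One RNA behind the libraries of both mice and 2 mice in nearly the same state cannot be told apart, because 2 genes are few either way and no pair of libraries made from one RNA with one kit is at hand. Summing the libraries of mice 2 and 3, an alternative chosen after the data were seen, gave 1147 genes in Trad-KAPA and 445 in 3’-LEXO in place of 2255 and 811. This may in part follow from the smaller number of libraries.

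The diet by kit interaction had 0 genes with an adjusted p below 0.05 and 402 with an unadjusted p below 0.05, and 10 of the 10 splits of the mice gave as many called genes, an outcome that a count of 0 fixes. At an unadjusted p below 0.05 the other 9 splits had 81 to 249 genes, fewer than the real split. These splits put mice of both diets in each group, so the diet effect adds to the spread there and favours low counts. They therefore do not give the level that chance alone would reach, and with 10 splits the share cannot be below 1 in 10. With the mouse as a block, an alternative, 5 genes passed the threshold, where the adjusted p without the block was 1 for each of them. They were Slco1a1 with a difference in log2 fold change of 2.47 (SE 0.43, edgeR adjusted p = 0.0464), Mup9 with 1.82 (SE 0.31, adjusted p = 0.0431), Mup3 with 1.09 (SE 0.17, adjusted p = 0.0294), Abcc4 with -1.39 (SE 0.22, adjusted p = 0.0294) and Serpina1e with 0.92 (SE 0.14, adjusted p = 0.0294). The difference is the 3’-LEXO value minus the Trad-KAPA value. Slco1a1 fell by 7.61 in Trad-KAPA, with 1, 5 and 6 reads left in the iron-loaded libraries, and by 5.14 in 3’-LEXO, with 12, 17 and 9 reads left. Mup9 fell by 6.29 and 4.44 and Mup3 by 5.80 and 4.71, while Abcc4 rose by 4.62 and 3.24, and Serpina1e rose by 0.85 and 1.77. In each kit the 3 libraries of one diet lay on one side of the 3 of the other for all 5 genes. Leaving out 1 mouse at a time, Serpina1e was called in 1 of 6 fits in Trad-KAPA and in 4 of 6 in 3’-LEXO, and Abcc4 in 6 and in 4, where it was not called without control mouse 2 or control mouse 3 (log2 fold changes 3.26 and 3.01). The Serpina1e change was 0.73 to 1.07 in Trad-KAPA, called only without iron-loaded mouse 1, and 1.60 to 2.03 in 3’-LEXO, not called without control mouse 1 or control mouse 3.

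Slco1a1, Mup9, Mup3 and Abcc4 changed less in 3’-LEXO than in Trad-KAPA. This is consistent with smaller changes of strongly changed genes in 3’-LEXO, since 85.0% of the other 20 genes called in both kits, with a mean log2 change above 3 in size and an average above 2 log2 CPM in both kits, had the smaller change in 3’-LEXO (17 of 20, exact binomial test, two-sided, p = 0.00258), and genes are not independent replicates. Including the 4 genes it was 21 of 24, 87.5% (exact binomial test, p = 0.000277), with 9 of 11 rises and 12 of 13 falls. Why strong changes are smaller in 3’-LEXO was not tested. Counts at the floor are ruled out, with 0 of the 8 values at the floor in a diet, although the Trad-KAPA counts of Slco1a1 came close to it. Reads shared with near-identical copies are ruled out for Slco1a1 and Abcc4, of whose 50 bp stretches at most 2.26% occur in other genes. For Mup9 and Mup3 they cannot be told apart from a difference between the kits, because the count table does not show which copy a read came from, and 85.8% of the 3' end of Mup9 and 8.20% of that of Mup3 are shared. The same holds for Serpina1e, with 16.4% of its 3' end shared. A difference in the transcript ends or isoforms used on the diets was not tested.

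The paper discusses the iron genes, but not the 5 genes named here for their rises. Among the genes called and with separate diets in both kits, the largest rises averaged over the kits were those of Asns, Gldn, Mmp12, H19 and Gpnmb. Single genes rose more in 1 kit, such as Abcc4 by 4.62 in Trad-KAPA and Smad9 by 4.23 in 3’-LEXO, both chosen after their values were seen. Asns rose by 6.09 on the log2 scale in Trad-KAPA (SE 0.75, edgeR adjusted p = 0.00363) and was at least 33.5-fold higher in 3’-LEXO, where the control libraries had at most 3 reads. Gldn was at least 12.5-fold higher in Trad-KAPA and rose by 4.55 in 3’-LEXO (SE 0.65, edgeR adjusted p = 0.00547). Mmp12 rose by 4.68 and 4.42, H19 by 4.67 and 4.03 and Gpnmb by 4.49 and 4.02 in Trad-KAPA and 3’-LEXO, and all of these genes were higher in 3 of 3 iron-loaded mice than in each control mouse. Of the possible explanations, 1 library carrying the rise is ruled out, since each gene was called in 6 of 6 fits that left out 1 mouse in both kits, with a lowest log2 fold change of 3.37 (Gpnmb without iron-loaded mouse 1). Asns, Gldn, Mmp12 and Gpnmb were highest in iron-loaded mouse 1 in both kits, and of the iron-loaded mice H19 was lowest in it. Shared reads are ruled out, because at most 3.49% of the 50 bp stretches of these genes occur in other genes. Library size scaling is ruled out, since the lowest log2 fold change with DESeq2 was 4.04. RNA of other cells was tested for all genes higher in iron-loaded livers. Of the pancreas list 0 genes could be tested, the red blood cell list fell (median log2 -1.92 in both kits, 5 of 6 genes tested, Hbb-bs from 39.7 to 12.1 CPM in Trad-KAPA), and the median of the Kupffer cell list was 0.37 in Trad-KAPA and 0.19 in 3’-LEXO, inside the range of random lists. All 5 Kupffer cell genes lay above 0 in both kits, but Clec4f (0.13 and 0.11) and Cd5l (0.32 and 0.11), the most abundant in Trad-KAPA control livers, were not called, while Marco rose by 3.10 in Trad-KAPA (from 7.58 to 69.0 CPM, edgeR adjusted p = 0.00143) and by 2.82 in 3’-LEXO (edgeR adjusted p = 0.00233), and Vsig4 by 0.68 in Trad-KAPA (edgeR adjusted p = 0.0102). More RNA of Kupffer cells as a whole is thus not shown, and a change in single genes of such cells stays open. The leukocyte list rose by 0.75 in Trad-KAPA (9 of 9 genes tested) and by 0.69 in 3’-LEXO (8 of 9), beyond the random lists, with Cd74 at 98.1 and 174.6 CPM in Trad-KAPA and Lyz2 at 94.0 and 165 CPM in 3’-LEXO. In each kit 8 of the tested genes lay above 0. Cd3e, at 0.84 CPM in Trad-KAPA control livers, changed by only 0.04 in Trad-KAPA and 2.4e-05 in 3’-LEXO. Cd79a, at 1.03 CPM there, changed by -0.25 in Trad-KAPA. The livers of both diets express these leukocyte genes. More leukocytes, or more activity of such genes in cells of the liver, may thus add to the rises, and with the cage confounded with the diet, an effect of the iron on these genes remains a hypothesis.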

How the results depend on the processing

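None of the tests in this part was chosen only after the result was seen, except that the summed libraries of iron-loaded mice 2 and 3 and the raw counts for the correlation between the kits and for the rectangle of Fig. 5e were added after the data were seen and that the splits of the full-depth counts were run afterwards. There were 35 settings and 1692 values. Where no cause is named, the cause was not tested.

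The difference in rho between the kits was above 0 in each alternative, with an exact permutation p of 0.0313 in those over 6 mice, and lay between 0.116 and 0.120 when 1 mouse was left out, but rho itself moved. It was 0.0889 in Trad-KAPA and -0.0269 in 3’-LEXO over transcripts of 100 to 1000 reads, 0.154 and 0.0721 with at least 10 reads, 0.0383 and -0.0988 on the counts as deposited and 0.0287 and -0.105 with the length of the longest transcript. The difference in transcripts under 1000 bp reversed at 10 M reads, to -105, when a transcript was counted if detected in any library of a kit, and was then 138 at 5 M, 362 at 2.5 M and 509 at 1 M reads. Over protein-coding genes alone it was 28.3, 30.2, 29.3 and 30.3 at 10, 5, 2.5 and 1 M reads, and with at least 5 reads 384, 264.7, 176 and 91.5, each with an exact permutation p of 0.0313. When 1 mouse was left out it lay between 325 and 358 at 10 M, 385 and 423 at 5 M, 385 and 419.6 at 2.5 M and 299.8 and 328 at 1 M reads.

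Within one kit, r on one diet was 0.993 in Trad-KAPA and 0.992 in 3’-LEXO with a pseudocount of 1, 0.904 and 0.913 with raw counts, and 0.982 and 0.979 over genes with at least 10 reads, and Spearman's rho moved it to 0.947 in Trad-KAPA. Between the diets it was 0.985 in both kits with a pseudocount of 1, 0.896 and 0.906 with raw counts, and 0.959 and 0.961 with at least 10 reads. Genes with 0 reads in 1 library carry part of this, since the pseudocount and the read limit act on them. Between the kits r was 0.8952 with a pseudocount of 1, 0.8948 without division by length, 0.811 with at least 10 reads and 0.811 with raw counts, and 0.867 to 0.868 when 1 mouse was left out. In the area of the rectangle of Fig. 5e, control mouse 1 had 2 genes with CPM and 10 with raw counts, which are larger than CPM.

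Trad-KAPA called more genes than 3’-LEXO in each setting run at the same depth. With DESeq2, 1313 genes were called in 3’-LEXO and 1021 in both kits, 1137 in 3’-LEXO at 10 M reads, and 359 in Trad-KAPA at 1 M reads. Without an expression filter, which adds genes with few reads, 2040 were called in 3’-LEXO and 1445 in both kits. In 3’-LEXO this setting gave 1900, 1510, 1138 and 646 genes at 10, 5, 2.5 and 1 M reads, and in Trad-KAPA 2411, 1817 and 994 at 5, 2.5 and 1 M. With the replicate number as a replicate block, 436 genes were called in 3’-LEXO and 379 in both kits, and 403, 363 and 257 in 3’-LEXO at 10, 5 and 2.5 M reads. The deviations of libraries with one number on the 2 diets correlated with r from -0.157 to 0.107, so the numbers do not pair the mice, and this replicate block spends degrees of freedom without a gain. With iron-loaded replicates 2 and 3 summed, which leaves fewer libraries, 1147 genes were called in Trad-KAPA, 445 in 3’-LEXO and 348 in both. The interaction had 7 genes without a filter and 5 with the mouse as a block, and otherwise 0, with 252 to 496 genes at an unadjusted p below 0.05.

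Across the 6 fits that each left out 1 mouse, Trad-KAPA had 841 to 2803 genes, and 738 to 2498, 557 to 1889, 390 to 1332 and 221 to 711 at 10, 5, 2.5 and 1 M reads. In 3’-LEXO there were 199 to 871, and 179 to 866, 159 to 659, 127 to 535 and 97 to 260, and both kits shared 165 to 715. The highest number always came without iron-loaded mouse 1. The lowest came without control mouse 3, or in Trad-KAPA at full depth and at 10 and 5 M reads without control mouse 2. Of the iron genes, 4 to 9 were called in Trad-KAPA and 0 to 8 in 3’-LEXO, the lowest without control mouse 3, and with the summed libraries 3 in 3’-LEXO. Fewer libraries alone lower such counts. The real split of the mice was the only 1 of the 10 splits into 3 and 3 to give as many genes in Trad-KAPA, in 3’-LEXO and in both kits, and so it was for each kit at 10, 5, 2.5 and 1 M reads, while each of the other 9 splits gave 0 genes. In these 9 splits, 112 to 488 genes in Trad-KAPA and 152 to 548 in 3’-LEXO had an unadjusted p below 0.05. The other 9 splits put mice of both diets in each group, so the diet effect adds to the spread and favours few calls. They therefore do not give the level that chance alone would reach. With 10 splits the share with as many genes cannot be below 1 in 10.

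Over the genes called in one kit, the correlation of log2 fold changes between the kits was 0.849 with DESeq2 at 10 M reads. It was 0.8698 as Spearman's rho and 0.863 to 0.9396 when 1 mouse was left out. Across all genes tested in both kits, r was 0.868 with edgeR and 0.398 with DESeq2 at 10 M reads. The ratio of expression of shared to single-kit genes was 2.04 with DESeq2 at 10 M reads and 1.35 to 1.94 when 1 mouse was left out, the highest without control mouse 2. The difference in median length lay between 1320.0 and 3072.5 bp in these fits.

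Log2 fold changes near 0 changed sign. Ftl1 was 0.030 with the replicate block and 0.036 with the summed libraries, Adnp was 0.0076 without a filter, 0.0090 with the replicate block and 0.012 at 10 M reads, and Gm42418 was -0.0093 with the summed libraries, all in Trad-KAPA. Leaving out 1 mouse gave -0.18 to 0.19 for Adnp, -0.25 to 0.031 for Alb, -0.19 to 0.38 for Ftl1, -0.32 to 0.022 for Gm23935, -0.21 to 0.24 for Gm42418, -0.33 to 0.0035 for Mir6236 and -0.035 to 0.058 for Unkl in Trad-KAPA. In 3’-LEXO it gave -0.27 to 0.044 for Alb, -0.38 to 0.78 for Gm23935, -0.30 to 0.19 for Gm42418, -0.61 to 0.21 for Mir5136, -0.60 to 0.39 for Schip1 and -0.058 to 0.32 for mt-Rnr2. Over the 87 fold changes of named genes, 1122 of 1258 values kept their direction and side of the threshold, 72 were weaker, 35 stronger and 29 reversed. Of the changes, 58 weaker, 10 stronger and 23 reversed came from leaving out 1 mouse. Bmp6 and the Trad-KAPA only genes of Table 2 did not pass edgeR's expression filter in 3’-LEXO, nor the 3’-LEXO only genes in Trad-KAPA. Without the filter 0 of them were called there, with 2 of the 6 Trad-KAPA only and 1 of the 11 3’-LEXO only genes at an unadjusted p below 0.05. DESeq2 gave none of them an adjusted p there, so it could not call them. With at least 10 counts in every library 63 of the 87 fold changes had a value, with only genes passing the filter in both kits 66, and at 10 M reads 85, because the other genes were not tested there. Each alternative that was written down was run.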

Differences from the paper's values

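No test in this part was chosen after the result was seen, except for the raw counts in the correlation between the kits and in the rectangle of Fig. 5e. At 10 M reads per library, 705 genes were called in 3’-LEXO with edgeR, against the paper's 1157. Of the alternatives set before the data were examined, DESeq2, which the paper's methods name, gave 1137, and leaving out iron-loaded mouse 1 gave 866, both within 1.5 times. DESeq2's size factors in edgeR (710), no filter (1900), at least 10 counts in every library (560), the replicate block (403), the median of 10 further draws (746.5) and leaving out any other mouse (179 to 701) did not close the gap. Both kits called 555 genes, against the paper's 882. DESeq2 gave 868 and leaving out iron-loaded mouse 1 gave 690, while the size factors in edgeR (556), no filter (1333), at least 10 counts (453), the replicate block (339), the further draws (576.5) and leaving out any other mouse (148 to 439) did not close the gap. In 3’-LEXO only, 150 genes were called, against the paper's 275. DESeq2 gave 269 and leaving out iron-loaded mouse 2 gave 262, and the size factors (154), no filter (567), at least 10 counts (107), the replicate block (64), the further draws (163.5) and leaving out any other mouse (31 to 176) did not close it.

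At 1 M reads, 653 genes were called in Trad-KAPA, against the paper's 343. DESeq2 gave 359, at least 10 counts in every library 487, and leaving out control mouse 1, control mouse 2, iron-loaded mouse 2 or iron-loaded mouse 3 gave 413, 336, 460 and 362, all within 1.5 times. The size factors in edgeR (630), no filter (994), the replicate block (671), the further draws (618.5) and leaving out control mouse 3 (221) or iron-loaded mouse 1 (711) did not close the gap.

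For correlations within and between kits, the paper's methods describe raw read counts, where CPM at 10 M reads were used here. The paper sampled 10 M reads per library, and raw counts at that depth were not run, only raw counts as deposited. Between control and iron-loaded 3’-LEXO libraries, r was 0.947, where the paper shows about 0.94 in Fig. 5d, read by eye. The figure draws 1 pair, control mouse 1 and iron-loaded mouse 1, for which r was 0.942 here, so the difference is between that pair and the mean over the 9 pairs. For this mean, a pseudocount of 1 gave 0.985, raw counts 0.906, at least 10 reads 0.961, Spearman's rho 0.947 and leaving out 1 mouse 0.945 to 0.950. Between the kits, r was 0.868, against the paper's 0.85. A pseudocount of 1 gave 0.8952, no division by length 0.8948, at least 10 reads 0.811, Spearman's rho 0.867 and leaving out 1 mouse 0.867 to 0.868, so no alternative closed it. Raw counts as deposited, chosen after the data were seen, gave 0.811, which did not close it either. For the log2 fold changes of genes called in one kit, r was 0.904, against the paper's 0.87. DESeq2 at 10 M reads (0.849), Spearman's rho (0.8698) and leaving out iron-loaded mouse 1 (0.863) or 2 (0.889) came within the spread, while at least 50 counts (0.926) and leaving out any other mouse (0.926 to 0.9396) did not. For their expression, r was 0.820, against the paper's 0.83, and DESeq2 at 10 M reads gave 0.804, so the 1 alternative did not close it. The median read count from 500 to 1500 bp in 3’-LEXO was 473, where the paper shows about 280 in Fig. 3b, read by eye. Over transcripts of 100 to 1000 reads, the range drawn there, it was 277.5, and with the length of the longest transcript it was 450.0, which did not close the gap.

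The legend of Table 2 calls its fold changes log2. Of 41 folds compared, 41 lie within 1.5 times of the linear folds computed here and 0 when read as log2, and the 18 below 1 have negative log2 fold changes here, so they were compared on the linear scale.

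The paper states that the median read count of transcripts with at least 100 reads rises with length in Trad-KAPA and stays much the same in 3’-LEXO. Here the ratio of the last to the first length bin was 1.29 in Trad-KAPA and 0.668 in 3’-LEXO, where it was below 1 in 6 of 6 mice (exact sign-flip permutation test, p = 0.0313). Over transcripts of 100 to 1000 reads, it was 1.37 in Trad-KAPA and 0.976 in 3’-LEXO (exact sign-flip permutation test, p = 0.281). The paper states that the gain of 3’-LEXO in short transcripts is larger at 2.5 M than at 5 M reads, and here it was 405 and 411. It describes the genes of the rectangle in Fig. 5e as non-coding, and here this held for 2 of 2 genes with CPM and for 7 of 10 in control mouse 1 with raw counts, chosen after the data were seen. It states that nearly all genes called at a lower depth are also called at 10 M reads, where edgeR gave between 83.0% and 92.8%, and DESeq2 between 96.3% and 98.7%. The paper counts iron genes higher by at least 1 method of Table 2, where RT-qPCR is also listed, while here only the kits were used. The paper counts more iron genes as higher than the 7 called higher here in at least 1 kit, while the alternatives without a filter and at 10 M reads each gave 8. It states that the iron genes are well represented in both kits, where Bmp6 had 0 to 4 and Ftl1 3 to 23 reads per library in 3’-LEXO.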

Other observations

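The tests of total reads, of the share of non-coding genes, of length under 300 bp and of library preparation for control mouse 1 were chosen only after the results were seen.

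Trad-KAPA called more genes than 3’-LEXO, and explanations for this were tested. More reads per gene in Trad-KAPA do not account for it, since with each gene drawn down to equal mean counts in both kits, 1800 and 638 of 11606 genes were called, a ratio of 2.82. Fewer total reads in 3’-LEXO do not either, with a ratio of 2.90 at 10 M reads per library. Reads going to longer transcripts do not account for all of it, since in the class with the shortest of 4 lengths, 2945 genes, 510 and 222 genes were called, a ratio of 2.30, although the ratio rose to 3.69 in the class with the longest. At equal counts, 80.7% of the genes had the larger spread between mice of one diet in 3’-LEXO, and the median biological coefficient of variation was 0.139 in Trad-KAPA and 0.1699 in 3’-LEXO. A larger spread between 3’-LEXO libraries is thus a candidate explanation, and what causes the spread was not tested.

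Of the 46 genes above 10 CPM in Trad-KAPA and below 1 in 3’-LEXO, 23.9% have a 3' end inside an exon of another gene, against 10.6% of the genes above 10 in both kits (Fisher's exact test, two-sided, p = 0.00789). A 3' end shared with other genes was found for 32.6%, and 26.1% were non-coding. Each of the 3 shares is higher than in genes above 10 in both kits, so each may contribute, and together overlap and shared sequence cover 36.96% of the genes. Of the 33 annotated genes above 10 CPM in 3’-LEXO and below 1 in Trad-KAPA, 30.3% are under 300 bp long (Fisher's exact test, p = 1.7e-24), where 0 of the 6721 genes above 10 in both kits are. Of the same 33 genes, 78.8% were non-coding (26 genes, Fisher's exact test, p = 1.9e-44). A mostly shared 3' end was found for 24.2% of the 33 genes, against 5.24% of the genes above 10 in both kits (Fisher's exact test, p = 0.000258). Non-coding genes and shared 3' ends are thus more frequent in both single-kit sets, so these shares alone do not tell which kit misses a gene. Short length, gene type and a shared 3' end are candidate explanations for the 33 genes, and they were not separated. An overlap of the 3' end was found for 9.09% of them, no more than in the genes above 10 in both kits (Fisher's exact test, p = 1).

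Control mouse 1 had more reads of Hamp, Id1, Atoh8 and Lcn2 than control mice 2 and 3 in both kits, with Hamp at 515, 44.0 and 83.2 CPM in Trad-KAPA and 528, 81.0 and 98.3 in 3’-LEXO. The lowest log2 ratio over the 4 genes and both kits was 0.79 (Lcn2 in Trad-KAPA), which argues against library preparation. The BMP target list, without Hamp, Id1 and Atoh8 but with Smad7, which is also an iron gene of the paper, was higher in this mouse by a median log2 of 0.90 in Trad-KAPA and 0.55 in 3’-LEXO, with 5 of 5 genes tested in both kits and Id2 the most abundant. Stronger BMP signalling in control mouse 1 is thus a candidate explanation. Between the diets this list rose by 0.67 and 0.61, with Id2 from 108.5 to 161 CPM in Trad-KAPA and from 487 to 663 in 3’-LEXO. The acute phase list, with 10 of 10 genes tested, gave 0.40 in Trad-KAPA and 0.11 in 3’-LEXO. An acute phase response in this mouse cannot be told apart from BMP signalling, because in Trad-KAPA 9 of the 10 genes were above 0 and the median lay beyond the random lists (upper limit 0.13), while in 3’-LEXO 7 of the 10 were and the median lay inside them (upper limit 0.16). Between the diets the acute phase list changed by -0.24 and -0.04, with Saa1 from 741 to 68.1 CPM and Itih4, the most abundant, at 4132 and 4231 in Trad-KAPA. The other lists in this mouse gave -2.21 and -1.92 for red blood cells, 0.66 and 0.58 for leukocytes and 0.39 and 0.34 for Kupffer cells, each beyond the range of random lists in both kits. These lists differ in this mouse as well, so BMP signalling is not the only difference that could go with the Hamp reads, and which of them does was not tested.

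The log2 fold changes of genes called in one kit correlate between the kits with r = 0.904, and the same mice in both kits could raise such a correlation. In the 9 splits of the mice that mix the diets, r reached at most 0.711, so shared mice do not account for all of it. The real split was the only 1 of the 10 splits with so large a value, and with 10 splits chance cannot be excluded below 1 in 10.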
